# Remofuscin induces xenobiotic detoxification via a lysosome-to-nucleus signaling pathway to extend the *Caenorhabditis elegans* lifespan

**DOI:** 10.1038/s41598-022-11325-2

**Published:** 2022-05-03

**Authors:** Miae Oh, Jiah Yeom, Ulrich Schraermeyer, Sylvie Julien-Schraermeyer, Young-Hee Lim

**Keywords:** Mechanism of action, Ageing

## Abstract

Lipofuscin is a representative biomarker of aging that is generated naturally over time. Remofuscin (soraprazan) improves age-related eye diseases by removing lipofuscin from retinal pigment epithelium (RPE) cells. In this study, the effect of remofuscin on longevity in *Caenorhabditis elegans* and the underlying mechanism were investigated. The results showed that remofuscin significantly (*p* < 0.05) extended the lifespan of *C. elegans* (N2) compared with the negative control. Aging biomarkers were improved in remofuscin-treated worms. The expression levels of genes related to lysosomes (*lipl-1* and *lbp-8*), a nuclear hormone receptor (*nhr-234*), fatty acid beta-oxidation (*ech-9*), and xenobiotic detoxification (*cyp-34A1, cyp-35A1, cyp-35A2, cyp-35A3, cyp-35A4, cyp-35A5, cyp-35C1, gst-28,* and *gst-5*) were increased in remofuscin-treated worms. Moreover, remofuscin failed to extend the lives of *C. elegans* with loss-of-function mutations (*lipl-1, lbp-8, nhr-234, nhr-49, nhr-8, cyp-35A1, cyp-35A2, cyp-35A3, cyp-35A5,* and *gst-5*), suggesting that these genes are associated with lifespan extension in remofuscin-treated *C. elegans*. In conclusion, remofuscin activates the lysosome-to-nucleus pathway in *C. elegans*, thereby increasing the expression levels of xenobiotic detoxification genes resulted in extending their lifespan.

## Introduction

Aging induces metabolic changes such as lipofuscin accumulation, which thus serve as a biomarker of aging^1^. The accumulation of lipofuscin that is composed of highly oxidized proteins, lipids, and metals, is enhanced by ROS produced by damaged mitochondria and lysosomes and causes eye diseases and neurodegenerative diseases^2^. Remofuscin (soraprazan, (7*R*,8*R*,9*R*)-7-(2-methoxyethoxy)-2,3-dimethyl-9-phenyl-7,8,9,10-tetrahydroimidazo[1,2-h][1,7]naphthyridin-8-ol) was developed to treat age-related macular degeneration (AMD) and Stargardt disease by removing lipofuscin from retinal pigment epithelium (RPE) cells. AMD and Stargardt disease are induced by aging or an innate defect in ATP binding cassette subfamily A member 4 (ABCA4), and lipofuscin accumulates in RPE cells, which may cause blindness^3,4^. The produced lipofuscin is not easily degraded or excreted out of the aged cell^5^, but remofuscin was shown to remove significant amounts of lipofuscin from RPE cells in cynomolgus monkeys^6^.

The *C. elegans* model is suitable for studying various biological functions, including human diseases and aging^7^. *C. elegans* grows on agar plates and eats microbes and is therefore easy and cheap to manipulate in the laboratory. The *C. elegans* body is transparent and visible with a microscope. *C. elegans*, which propagates mainly through self-fertilization, has a particularly short lifespan, and its whole genome has been sequenced. Moreover, approximately half of *C. elegans* genes have human orthologs, and approximately 70% of genes related to human diseases have homologs in *C. elegans*^8^. As *C. elegans* ages, autofluorescent lipofuscin accumulates in the intestine. Thus, *C. elegans* is a good model to study lifespan extension by decreasing lipofuscin accumulation because lipofuscin accumulation shortens the *C. elegans* lifespan.

Lifespan extension derives from many factors, such as diet restriction (DR) and strengthened immunity, in a wide range of taxa ranging from yeast to primates^9,10^. Many of the pathways regulating lifespan are linked to lipid metabolism, and lipids act as signaling molecules in longevity signaling pathways. Lipid metabolism is also altered over time, and aging and longevity are thus regulated by lipid signaling^11^. Beta-oxidation genes are upregulated in a diet restriction (DR)-like state, consequently reducing the amount of stored fat, which leads to lower reactive oxygen species (ROS) levels. ROS are related to aging and oxidative damage^12^. DR is one of the most influential environmental interventions that extends the lifespans of a variety of species^13^. Increased fatty acid beta-oxidation induces the expression of xenobiotic detoxification genes to clear lipophilic endotoxins produced during lipid catabolism, and the resulting metabolic shift increases the longevity of *C. elegans*^14^. In the DR state, lysosomes play an important role in the early catabolic steps of lipid degradation^15^. *C. elegans* has eight lysosomal lipases, LIPL-1 to LIPL-8^16^; LIPL-4 has been extensively studied because it plays important roles in autophagy, fat metabolism, and lysosomal activity, which are linked to longevity in *C. elegans*^17–19^. Among the lysosomal lipase genes, *lipl-1* is the most upregulated in the fasting state, and its sequence is similar to that of human lysosomal acid lipase (BLAST scores 9e−78)^20^. However, the mechanism by which LIPL-1 extends the lifespan of *C. elegans* has not been studied.

In this study, we hypothesized that remofuscin would extend the lifespan possibly by preventing lipofuscin accumulation because lipofuscin accumulates over time and remofuscin prevents lipofuscin accumulation. Therefore, we herein investigated the effect of remofuscin on lifespan extension in *C. elegans* and elucidated the underlying mechanism.

## Results

### Remofuscin extends the lifespan of *C. elegans*

Remofuscin significantly (*p* < 0.05) increased the mean lifespan (MLS) of wild-type *C. elegans* (N2) in a dose-dependent manner compared with that of the NC (negative control, 0 μM remofuscin) (Table 1, Supplementary data). Compared with those of the NCs, the MLSs of *C. elegans* (N2) treated with 50 µM, 100 µM, and 200 µM remofuscin were increased by 9.9%, 14.6%, and 20.4%, respectively. The survival percentages of the worms treated with remofuscin were higher than those of the untreated worms after 5 days (Supplementary Fig. S1).

**Table 1:** The mean lifespans (MLSs) of *C. elegans* (N2) treated with various concentrations of remofuscin.

Remofuscin (µM)	No. of total worms (dead/censored)	MLS ± SE (days)	MLS change (%, relative to the NC)
0	135 (116/19)	12.11 ± 0.70	-
50	135 (112/23)	13.31 ± 0.72*	9.9
100	135 (117/18)	13.88 ± 0.75***	14.6
200	135 (111/24)	14.58 ± 0.80***	20.4

All experiments were conducted three times independently. *p < 0.05, ***p < 0.001, log-rank test, compared with the NC (0 μM remofuscin).

### Effects of remofuscin on age-related factors in *C. elegans*

To investigate the effect of remofuscin on lifespan extension in *C. elegans*, pharyngeal pumping rate, an age-related biomarker was measured. A reduced pharyngeal pumping rate indicates a decrease in feeding, which can induce a DR-like state^21^. DR reduces the body size of *Caenorhabditis elegans*, which might be associated with an extended lifespan^22^. The pharyngeal pumping rates of the remofuscin-treated groups were significantly (*p* < 0.05) decreased compared with that of the NC group (Fig. 1A). Regardless of whether *C. elegans* was treated with or without remofuscin, the pharyngeal pumping rate decreased until day 6; however, the pumping rates of worms treated with 100 μM and 200 μM remofuscin on day 8 and day 10 were nearly similar or even higher than those on day 6. In contrast, the pharyngeal pumping rate of the NC group continuously decreased over 10 days. The body lengths of the live worms were measured every 24 h until 6 days of age. While the body length increased with age in all the groups, those of the remofuscin-treated groups were significantly shorter than those of the NC group (Fig. 1B). The results suggest that the decrease of pharyngeal pumping rate in remofuscine-treated *C. elegans* might induce DR-like state, consequently reduce the body size of *C. elegans*.

**Figure 1:**
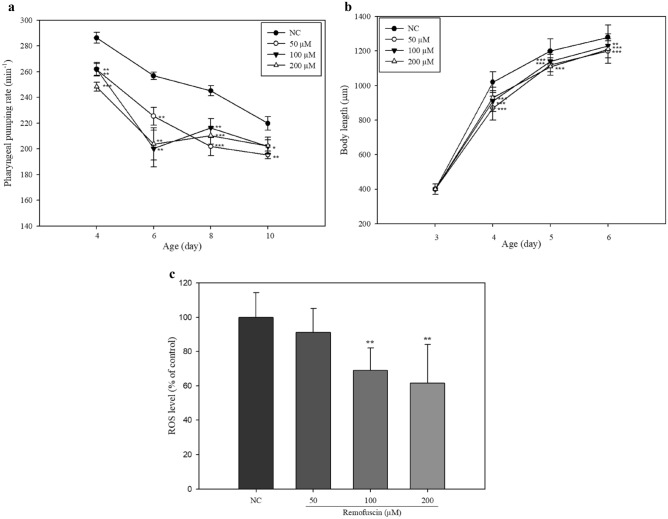
Effect of remofuscin on pharyngeal pumping rate, body size, and ROS generation in *C. elegans* (N2). Three-day-old (day 1 of the adult stage) *C. elegans* fed on an *E. coli* OP50 lawn were transferred onto fresh mNGM plates containing *E. coli* OP50 and various concentrations of remofuscin. The pumping rate in the terminal bulb was measured for 1 min every 48 h from day 4 to day 10, and the mean rate of 15 worms from each group was determined (**A**). The body lengths of 10 worms from each group were measured (**B**). ROS levels in remofuscin-treated *C. elegans* (N2) (**C**). The relative ROS levels were measured after 14 days of treatment with remofuscin. The fluorescence signal in each group (more than 80 worms for each measurement) was normalized to the protein concentration in the group. All experiments were conducted three times independently. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, Student’s t-test, compared with the NC (0 μM remofuscin).

To investigate the inhibitory effect of remofuscin on ROS generation in *C. elegans*, the total ROS levels in worms treated with remofuscin were measured. The ROS levels in *C. elegans* grown on plates containing 100 μM and 200 μM remofuscin for 14 days were significantly (*p* < 0.05) decreased compared with those in the NC group (Fig. 1C). The results suggest that remofuscin-induced ROS reductions might affect lifespan extension in *C. elegans*.

Lipofuscin accumulation serves as a biomarker of aging, and remofuscin significantly decreased the lipofuscin levels in *C. elegans* treated with 100 μM and 200 μM remofuscin on day 14 (Fig. 2). These results suggest that remofuscin affects the lifespan of *C. elegans*.

**Figure 2:**
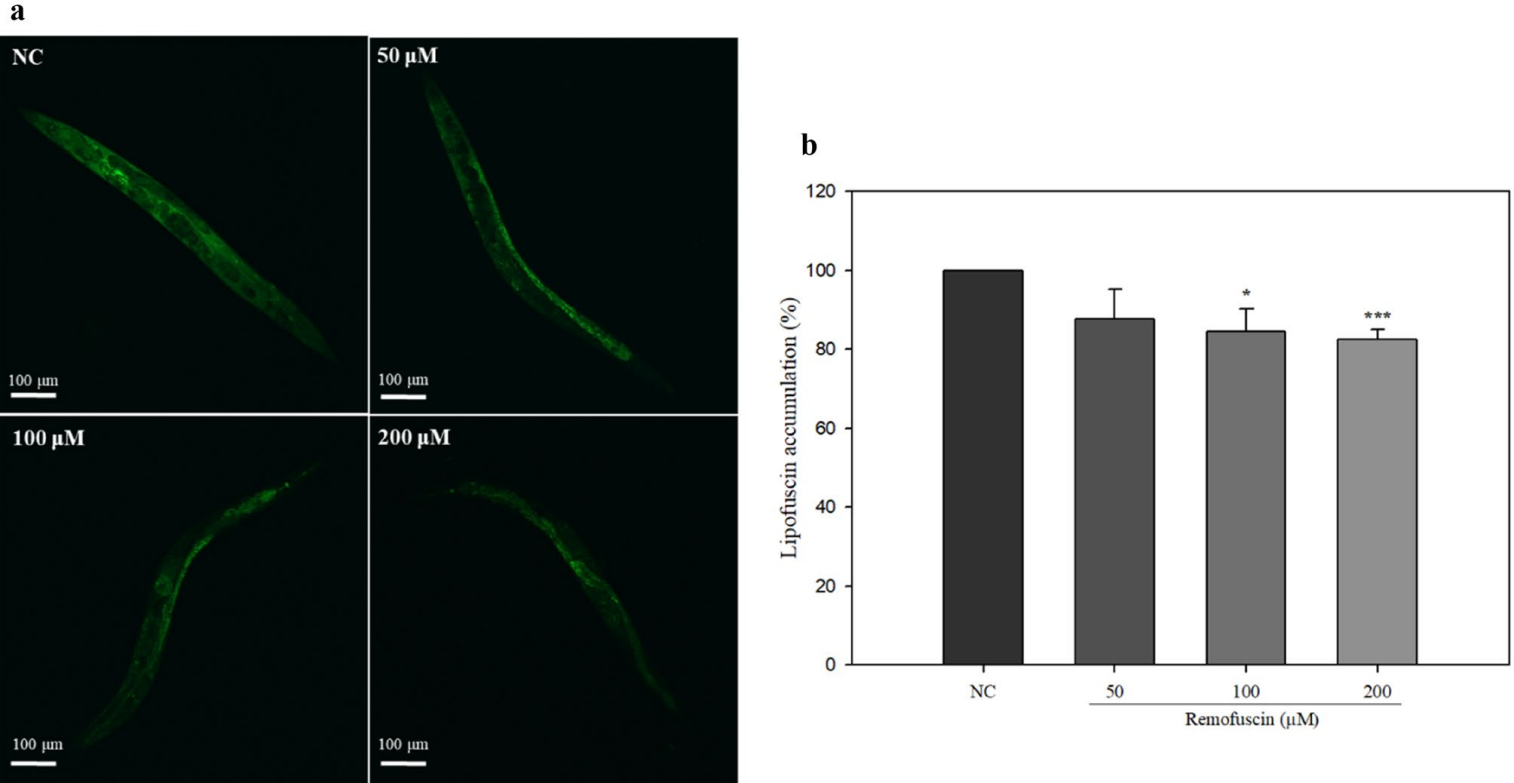
Accumulation of lipofuscin in remofuscin-treated *C. elegans* (N2). (**A**) Images of lipofuscin fluorescence in worms treated with various concentrations of remofuscin on day 14 (scale bar = 100 µm). (**B**) The lipofuscin fluorescence in the worms was quantified using ImageJ software. Ten worms from each group were used for the measurements. All experiments were conducted three times independently. ^*^p < 0.05, ^***^p < 0.001, Student’s t-test, compared with the NC (0 μM remofuscin).

### Microarray analysis of remofuscin-treated *C. elegans*

To investigate the mechanism by which remofuscin promotes longevity, microarray analysis of wild-type (N2) worms treated with 0 µM (NC) and 200 µM remofuscin for 14 days was performed. 

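The arrays cover 2 independent experiments, and each experiment gave 1 array of NC worms and 1 array of worms kept on 200 µM remofuscin for 14 days at 25 °C. Each group therefore holds 2 arrays, and this number limits the precision of every value. Total RNA of whole worms was labelled with 1 dye and hybridized to Agilent *C. elegans* oligo microarrays, and all 4 arrays lay on 1 slide. The authors deposited the scanner output of each array, in which the intensity of a spot is corrected for background within the array and is not scaled between arrays. An array held 45220 spots, of which 43803 were not controls, and these represent 43603 different probes. The scanner software called 66.6% and 66.2% of the non-control spots well above background on the NC arrays and 65.1% and 63.3% on the arrays of remofuscin-treated worms. The 75th percentile over probes was 603 and 786 on the NC arrays and 725 and 669 on the arrays of remofuscin-treated worms. It was subtracted from the log2 intensity of each probe, and the difference between the groups was tested with limma, which pools the spread between replicate arrays over all probes. Signals are given after this scaling, and a fold change is the ratio of the geometric means of the groups. The probes were named through a gene table of the WBcel235 assembly, which gave a name to 34312 probes (78.7%) and covered 19807 genes. A gene with several probes is represented by the probe with the highest mean signal over the 4 arrays. Where neither array of a group was well above background, the change is given as at least N-fold, from the mean log2 signal of the brighter group and, for each array of the dimmer group, the higher of the probe's own signal and the lowest signal of any probe well above background on that array. Where only 1 array of the brighter group was well above background, the other enters as measured, and the value is then not a strict bound.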

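Of the 43603 probes, 29057 were well above background on at least 2 of the 4 arrays and were tested. At an unadjusted limma p under 0.05 and a fold change of at least 2 in either direction, 535 probes were upregulated and 295 were downregulated in remofuscin-treated worms. The upregulated probes include 476 with a gene name, for 350 genes, and the downregulated probes 215, for 175 genes. As a ratio, the downregulated count moved most under normexp background correction, with which 219 probes were upregulated and 16 were downregulated. In number of probes, among fits on all 4 arrays, the downregulated count moved most without a filter on dim probes, to 680. The upregulated count moved most without NC replicate 1, which leaves 1 NC array, when 1607 probes were upregulated and 960 were downregulated. With the methods' t-test on the same values, 242 probes were upregulated and 157 were downregulated. After Benjamini-Hochberg adjustment over all tested probes, limma gave 108 higher and 19 lower probes at an adjusted p under 0.05, so that 85.0% of these calls were higher. With each array set to its median in place of its 75th percentile, 166 probes were higher and 70 were lower, and the higher share was 70.3%. The methods' t-test gave 0 probes at an adjusted p under 0.05 in either direction, while 445 higher and 616 lower probes had an unadjusted p under 0.05. With the experiment as a block in the limma fit, 915 probes were higher and 564 were lower at an adjusted p under 0.05. All 19 lower probes were not well above background on either array of remofuscin-treated worms, and 42 of the 108 higher probes were not well above background on either NC array. Across probes, which are not independent replicates, the log2 signals of NC and remofuscin-treated worms of the same experiment correlated with Pearson's r of 0.988 and 0.981, those of the 2 NC arrays with 0.969 and those of the 2 arrays of remofuscin-treated worms with 0.985. When the same 4 arrays were parted by experiment instead of by treatment, 1834 probes met the limits on unadjusted p and fold change.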

A total of 31,383 genes were identified, among which 340 and 103 genes were significantly (*p* < 0.05) upregulated (≥ twofold) and downregulated (≤ 0.5-fold), respectively, between the NC and 200 µM remofuscin-treated worms (Fig. 3A). Based on the terms represented in the GO database, the differentially expressed genes (DEGs) were divided into three categories: biological process (BP), cellular component (CC), and molecular function (MF). GO analysis showed 10 major functional categories in the BP group, 8 categories in the CC group, and 7 categories in the MF group based on the criterion for identifying differentially expressed genes by microarray analysis (fold change ≥ 2.0 and *p* < 0.05) (Fig. 3B). Among these genes, those related to response to xenobiotic stimuli were highly expressed in the 200 μM remofuscin-treated worms compared with the NC worms. 

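Gene ontology annotation was not used here, and 27 lists of at least 5 tested genes, made from gene names and from short lists of stage and tissue genes, were tested in its place. Each list was set against the other genes of 14727 tested genes, with 1 probe per gene, by limma's camera test at a preset correlation between genes of 0.01, and the p was adjusted over the 27 lists. The largest changes were in cuticle collagens, which belong to the terms collagen trimer and structural constituent of cuticle in Fig. 3B. The 115 tested *col* genes had a median log2 fold change of 1.60 between remofuscin-treated worms and NC (camera adjusted p = 1.15e-89). With genes that were not well above background in 1 group set at their bound, this median was 1.37. Of these genes, 99 were higher in remofuscin-treated worms, and 68 rose and 1 fell at an unadjusted limma p under 0.05 with a fold change of at least 2. Their median was 1.54 in experiment 1 and 1.68 in experiment 2. Normexp background correction moved it most, to 0.88. The 16 tested cuticle collagens with a body-shape name (such as *dpy*, *sqt* and *rol*) had a median of 1.65, and all 16 were higher (camera adjusted p = 1.01e-28). The 6 furrow collagens among them had a median of 0.59 (camera adjusted p = 7.14e-05). In all, 8 of the 27 lists passed an adjusted camera p of 0.05. Under limma's fry test only the collagens with a body-shape name passed (adjusted p = 0.00745), while the *col* genes had an adjusted p of 0.0599. With a correlation estimated from the arrays in place of the preset value, 0 lists passed camera, the smallest adjusted p was 0.167, and 2 lists had an unadjusted p under 0.05. The 19 lists that did not pass had medians between -0.19 and 0.31.
The 5 genes with the largest fitted rise, among genes with a limma adjusted p under 0.05 that were well above background on both arrays of remofuscin-treated worms and higher in both experiments, were *col-146*, *col-167*, *cyp-35A3*, *col-147* and *col-168*. The signal of *col-167* (T10E10.2.1) was 29.2 ± 0.81 (SD, n = 2 arrays) in NC and 2767 ± 103 in remofuscin-treated worms, a fold change of 94.8. *col-168* (T10E10.1) rose 79.3-fold, and *col-147* (T06E4.4), well above background on 1 of 2 NC arrays, rose 80.8-fold. *col-146* (T06E4.6) was not well above background on either NC array and was at least 37.25-fold higher in remofuscin-treated worms, so its place among the 5 rests on NC signals that were not well above background.

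**Figure D1:**
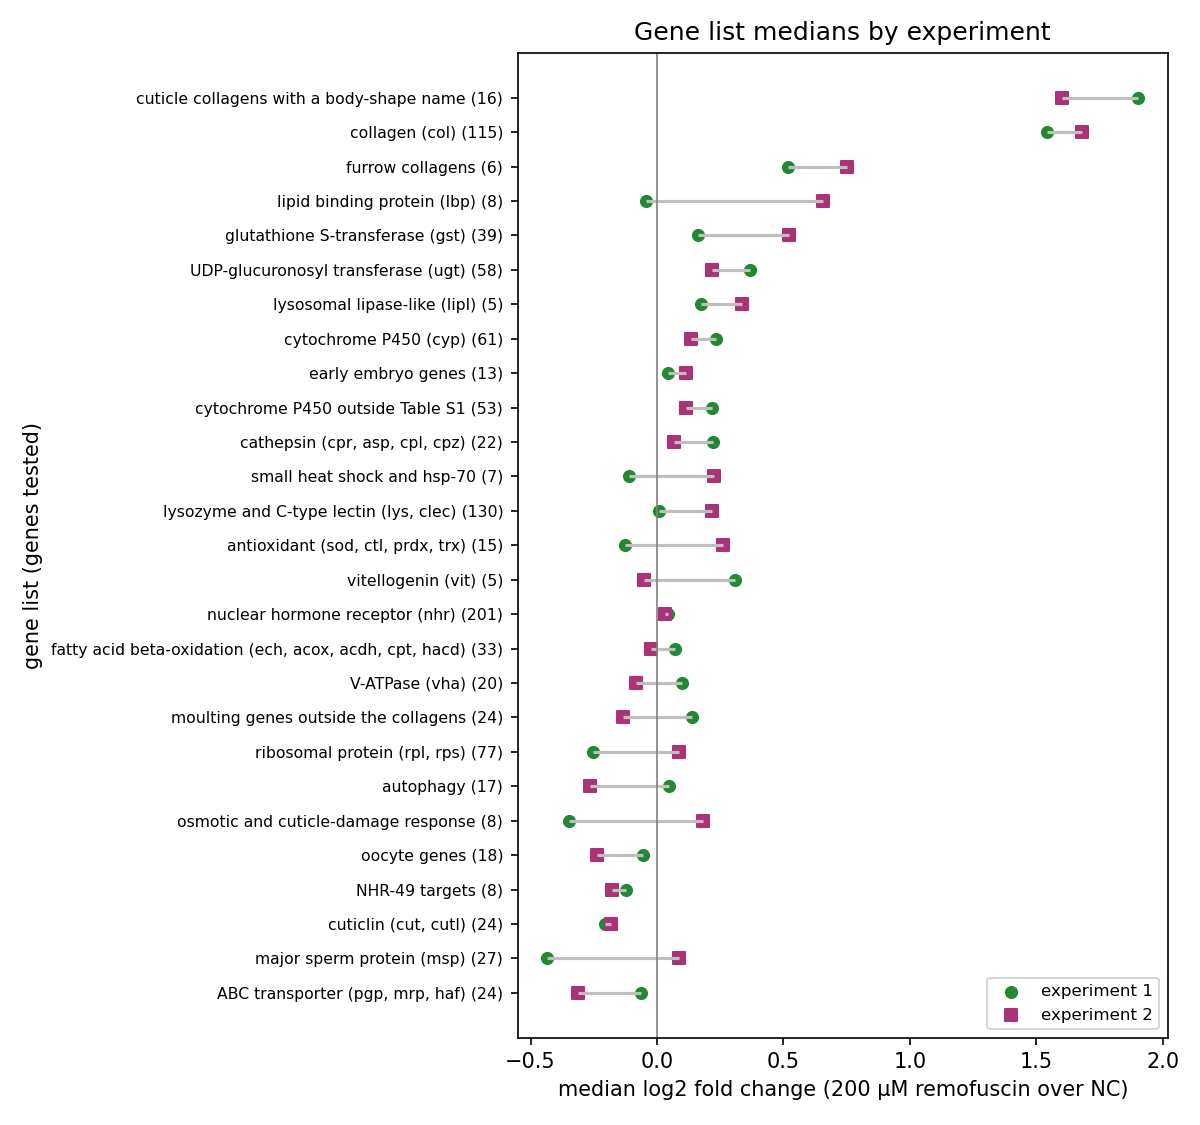
Median log2 fold change (200 µM remofuscin over NC) of 27 gene lists, with the number of tested genes in parentheses. Circles give experiment 1 and squares experiment 2; for the *col* genes these lie at 1.54 and 1.68.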

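The 61 tested cytochrome P450 (*cyp*) genes had a median log2 fold change of 0.17 and a mean of 0.70, with 43 genes higher in remofuscin-treated worms (camera adjusted p = 3.15e-09). With 1 array left out, this median ran from 0.02 to 0.33. Of these genes, 10 rose past the limits on unadjusted limma p and fold change, and 0 fell. The 53 *cyp* genes outside Supplementary Table S1 had a median of 0.15, and 35 were higher (camera adjusted p = 0.0364). Their median was 0.218 in experiment 1 and 0.113 in experiment 2. Only *cyp-13A10* and *cyp-35B1*, named here after their values were seen, rose past the limits among them. This list no longer passed with the experiment as a block (adjusted p = 0.23), under median scaling, with the deposited log2 values or without either NC array, and its median was -0.02 without remofuscin replicate 1. Among the 39 glutathione S-transferase (*gst*) genes the median was 0.30, and 35 were higher (camera adjusted p = 1.34e-05). It was 0.16 in experiment 1 and 0.52 in experiment 2, and -0.12 without NC replicate 2. The 58 UDP-glucuronosyl transferase (*ugt*) genes had a median of 0.27, with 48 genes higher and 6 past the limits (camera adjusted p = 4.84e-08). Without remofuscin replicate 1, the *gst* and *ugt* lists both had an adjusted p of 0.0545. The 24 ABC transporter genes (*pgp*, *mrp* and *haf*) went the other way, with a median of -0.19 and 3 genes higher (camera adjusted p = 0.0364). Within experiments 1 and 2 it was -0.065 and -0.313. Their median was 0.07 without NC replicate 2, and the list did not pass with the experiment as a block (adjusted p = 0.112), under median scaling, with the deposited log2 values, without a filter on dim probes or without remofuscin replicate 1. None of these 5 lists passed limma's fry test, where the smallest adjusted p was 0.414 for the *cyp* genes.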

Xenobiotic detoxification is known to affect longevity in *C. elegans,* and based on the total significance (Fig. 3C), we focused on the genes related to xenobiotic stimulus responses. The genes related to xenobiotic metabolism (GO: 0006805) (*cyp-13A2*, *cyp-34A1*, *cyp-35A1*, *cyp-35A2*, *cyp-35A3*, *cyp-35A4*, *cyp-35A5*, *cyp-35C1*, *gst-28*, *gst-5*, *ugt-65*, *pgp-14*, and *folt-2*) were significantly (*p* < 0.05) increased (> twofold) compared with those in the NC group (0 µM remofuscin) as determined by microarray analysis (Supplementary Table S1).

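At an unadjusted limma p under 0.05 with a fold change of at least 2, the brightest probe of each of the 13 genes was upregulated, with a median log2 fold change of 2.56, or 1.89 with genes that were not well above background in NC set at their bound. *ugt-65* and *pgp-14* are not among the tested probes, so their p comes from a fit over all probes, and the other 11 were tested. These 2 genes pass the limit on fold change only by fitted values that take NC signals not well above background as measured, and their bounds do not reach it. All 13 passed when the p was adjusted over the list alone, which is not independent evidence because the genes were chosen on these arrays, and 6 passed when it was adjusted over all probes of the fit. With the experiment as a block in the fit, 13 passed the latter. Normexp background correction moved the count most, to 7 genes. With the methods' t-test 8 genes passed, and *cyp-34A1*, *gst-28*, *gst-5*, *ugt-65* and *pgp-14* did not.
*cyp-35A3* (K09D9.2) changed most, from a signal of 33.0 ± 7.25 (SD, n = 2 arrays) in NC to 2940 ± 244 in remofuscin-treated worms. This is a fold change of 90.0 (log2 6.49, standard error 0.39, limma adjusted p = 0.000388), and a dimmer probe of the gene was not well above background in NC. *cyp-35A4* (C49G7.8) rose 49.2-fold (limma adjusted p = 0.00103), and its 3 probes gave ratios between 49.2 and 77.6. *cyp-35C1* (C06B3.3) rose 14.8-fold, from 247.5 ± 46.3 to 3737 ± 1253 (limma adjusted p = 0.00784), and *cyp-35A2* (C03G6.15) rose 8.70-fold, from 248 ± 17.1 to 2178 ± 422 (limma adjusted p = 0.0156). *cyp-35A1* (C03G6.14) and *cyp-35A5* (K07C6.5) were not well above background on either NC array and were at least 7.39-fold and at least 21.3-fold higher in remofuscin-treated worms, with limma adjusted p of 0.00168 and 0.00199. *cyp-34A1* (T10H4.10) was likewise dim in NC and at least 3.45-fold higher, but its adjusted p was 0.117. *cyp-13A2* (T10B9.7) rose 2.16-fold, with an adjusted p of 0.919. For these 8 genes each array of remofuscin-treated worms lay above both NC arrays, a pattern that 1 in 3 ways of parting 4 arrays into equal groups gives by chance in 1 direction or the other. Probe sequences were not compared here, so signal shared between near-identical *cyp-35A* genes was not separated. The paper reasons from the known effect of xenobiotic detoxification on longevity and from the total significance in Fig. 3C that this response deserved its focus, and it measured some of the 13 genes by qPCR.

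**Figure D2:**
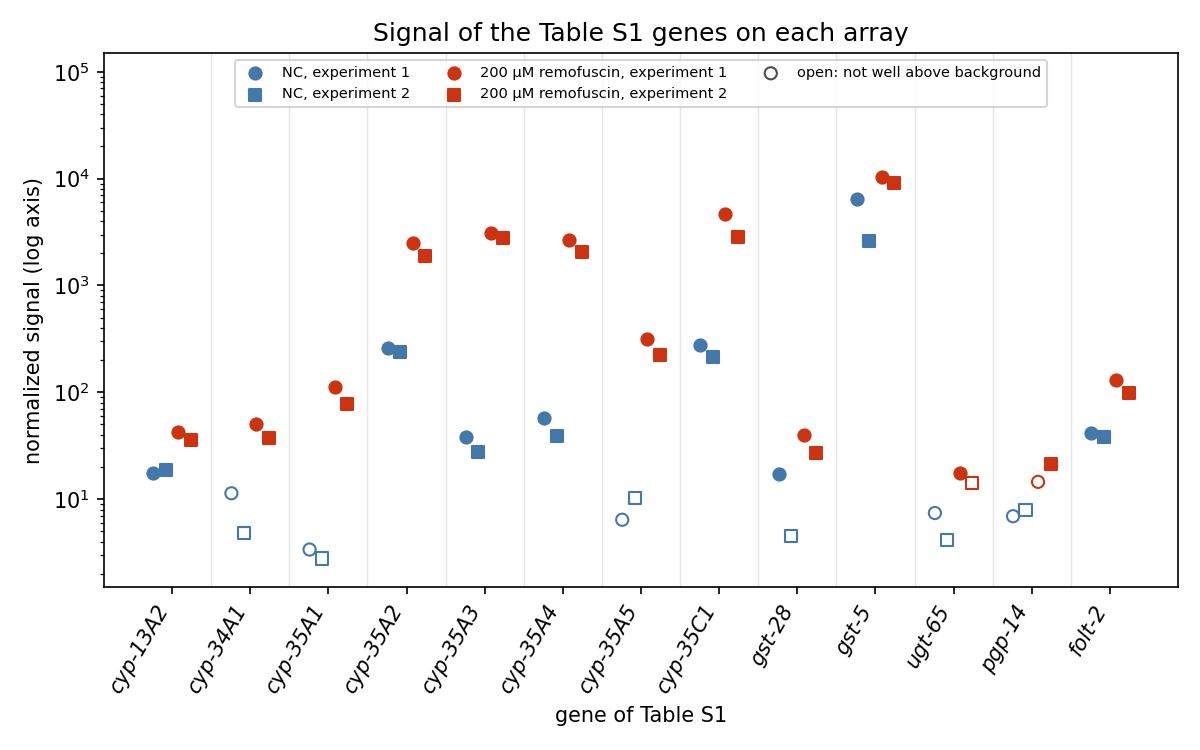
Normalized signal of the 13 genes of Supplementary Table S1 on each of the 4 arrays, on a log axis. Blue symbols are NC and red symbols 200 µM remofuscin, circles are experiment 1 and squares experiment 2, and open symbols mark spots that were not well above background. *cyp-35A3* lies at 38.1 and 27.9 in NC and at 3113 and 2768 in remofuscin-treated worms.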

**Figure 3:**
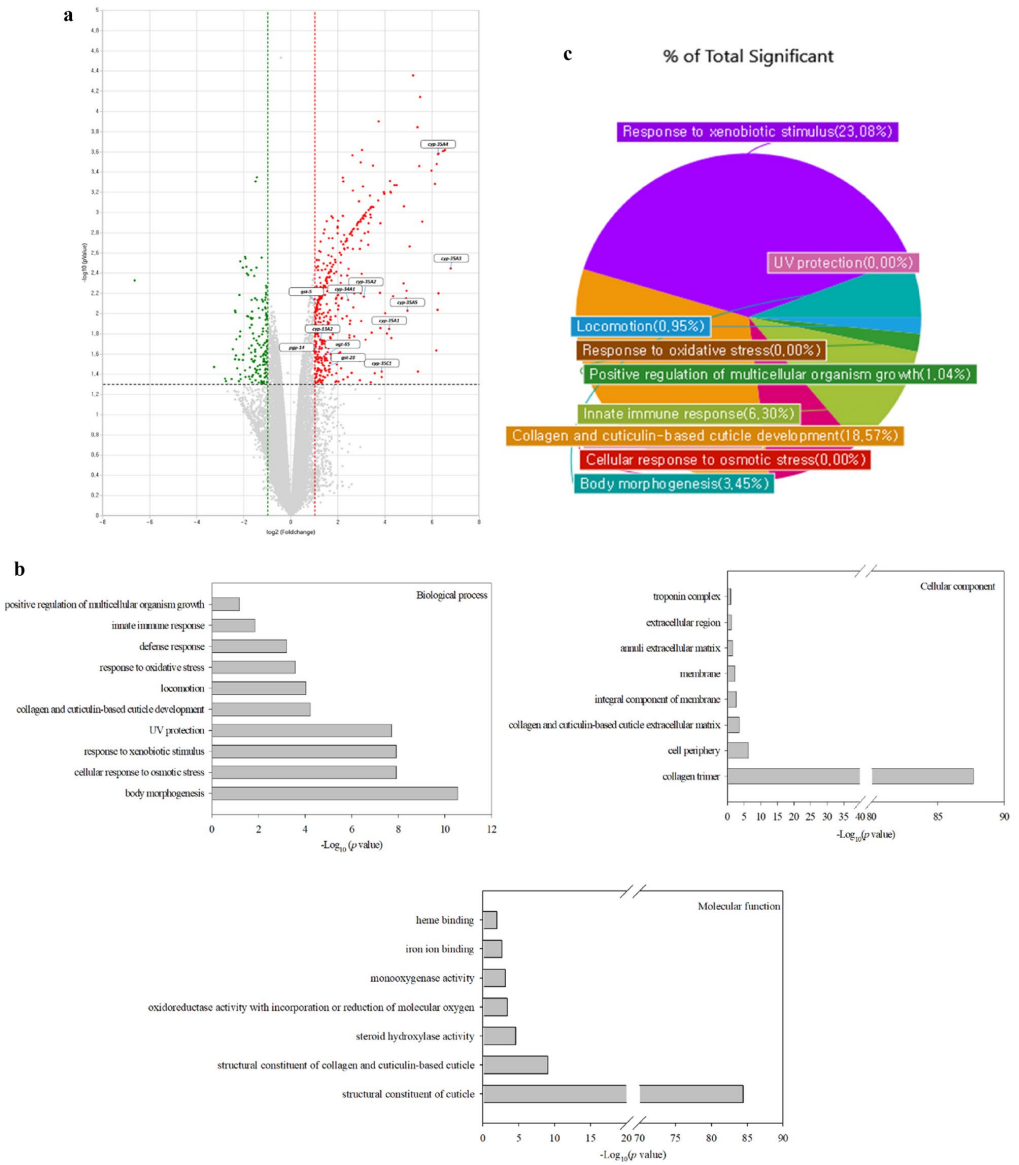
Differential gene expression between the negative control and 200 µM remofuscin-treated groups as determined by RNA microarray analysis. DEG analysis software (ExDEGA v.1.6.8, Ebiogen, KOR) was used to display the gene expression data as a volcano plot (**A**). The genes in the boxes are related to xenobiotic detoxification shown in Supplementary Table S1 (fold change ≥ 2.0 and *p* < 0.05). The DAVID functional annotation tool was used to analyze the gene ontology terms (**B**), and the biological processes associated with the DEGs revealed by microarray analysis are shown as a pie chart (**C**).

### Effects of remofuscin on the expression levels of genes related to lysosomes and xenobiotic metabolism

Based on the microarray results, the expression levels of genes related to lysosomal lipases (*lipl-1*), long-chain fatty acid transporters (*lbp-8*), fatty acid beta-oxidation (*ech-9*), and xenobiotic detoxification (*cyp-35A* subfamily, *gst-5*, and *gst-28*) in *C. elegans* (N2) treated with 0 and 200 µM remofuscin for 1 day and 5 days were measured by qPCR. The expression levels of genes related to xenobiotic metabolism, especially *cyp35A* subfamily genes, were significantly increased in remofuscin-treated worms compared with NC worms (Fig. 4). Mostly, the gene expression levels were higher on day 5 than on day 1. In addition, the expression levels of *lipl-1*, *lbp-8*, and *ech-9* were significantly increased in remofuscin-treated worms. 

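*nhr-184*, *nhr-210*, *nhr-234*, *nhr-265*, *nhr-34* and *nhr-38* encode nuclear hormone receptors and were compared on the arrays of worms treated for 14 days. Their median log2 fold change was 1.28, or 0.59 with genes that were not well above background in NC set at their bound. With an unadjusted limma p under 0.05 and a fold change of at least 2, *nhr-210*, *nhr-265* and *nhr-38* were upregulated, and none of the 6 genes passed after adjustment. *nhr-234* is not among the tested probes and was read from a fit over all probes. With the methods' t-test or under normexp background correction, 0 of the 6 genes passed these limits. With the experiment as a block in the fit, 4 genes passed after adjustment. The signal of *nhr-210* (R11G11.12) was 9.05 ± 4.94 (SD, n = 2 arrays) in NC, where 1 of 2 arrays was well above background, and 24.2 ± 11.8 in remofuscin-treated worms, a fold change of 2.73 (limma unadjusted p = 0.026). *nhr-265*, also measured on 1 of 2 NC arrays, rose 2.55-fold (limma unadjusted p = 0.048). Within experiments 1 and 2 the log2 differences were 1.515 and 1.378 for *nhr-210* and 1.904 and 0.792 for *nhr-265*. In experiment 1 the NC signal of both genes was not well above background. Leaving out 1 array mixes in the difference between the experiments. Neither gene passed the limits without NC replicate 1 or without remofuscin replicate 2. *nhr-38* was not well above background in NC and was at least 2.02-fold higher, with log2 differences of 0.19 in experiment 1 and 2.97 in experiment 2, and it did not pass without either replicate of experiment 2. *nhr-234* was well above background on 1 array of remofuscin-treated worms, with a signal of 27.6 in experiment 1 against 7.18 in experiment 2. Its rise of at least 1.12-fold, which also enters the median of 0.59, takes the latter signal as measured although it was not well above background, and is not a strict bound. Its log2 fold change lay between 0.24 without remofuscin replicate 1 and 2.19 without remofuscin replicate 2. Among the fits on all 4 arrays, it passed the unadjusted limits only with the deposited log2 values under limma and with the experiment as a block. *nhr-34* and *nhr-184*, well above background on all 4 arrays, changed 1.08-fold and 1.05-fold.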

Although the differences were not statistically significant, the levels of several nuclear hormone receptor (NHR) genes, transcription factors of cytochrome p450 family genes, were increased by more than twofold as determined by microarray analysis (Supplementary Table S2). Among them, the levels of only *nhr-210* and *nhr-234* were significantly increased in remofuscin-treated worms compared with the NC worms as determined by qPCR analysis (Fig. 4).

**Figure 4:**
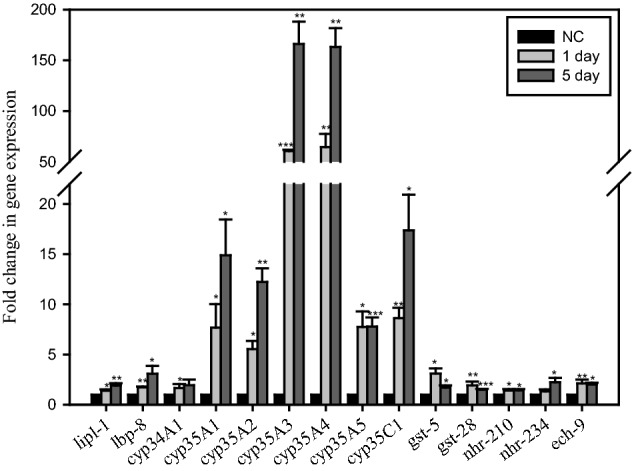
Expression levels of genes related to xenobiotic metabolism, lysosomes, and NHRs in remofuscin-treated *C. elegans*. Worms were grown on NGM plates containing 0 µM and 200 µM remofuscin for 1 and 5 days, and the gene expression levels were measured by qPCR. The experiments were independently conducted at least three times. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, Student’s t-test, compared with the NC (0 μM remofuscin) on each day.

### Longevity assay of loss-of-function mutants

To elucidate the mechanism by which remofuscin extends the *C. elegans* lifespan, loss-of function mutants for genes related to xenobiotic detoxification were used for longevity assays. The loss-of function mutants available from the CGC and NBRP were selected based on the qPCR results. In addition, although the expression levels of the transcription factor genes (*nhr-49*, *nhr-8*, *ahr-1*, and *pha-4*) related to lipid metabolism and xenobiotic stimulus responses in *C. elegans* were not upregulated in remofuscin-treated worms compared with the NC (Supplementary Fig. S2), loss-of function mutants were used to assess lifespan extension based on previous reports that they regulate the expression of genes related to lipid and xenobiotic metabolism^14,23–26^. Remofuscin treatment failed to extend the lifespans of worms exhibiting loss-of-function mutations of genes related to lipid metabolism (*lipl-1* and *lbp-8*) and xenobiotic detoxification (*cyp-35A1, cyp-35A2, cyp-35A3, cyp-35A5,* and *gst-5*) (Table 2, Supplementary data, Supplementary Fig. S3). Interestingly, remofuscin failed to extend the lifespan of *C. elegans* harboring transcription factor (*nhr-49*, *nhr-8*, and *nhr-234*) mutants but not that of worms with the *nhr-210* mutant. Although the *ahr-1* and *pha-4* deletion extended the lifespans of 100 μM and 200 μM remofuscin-treated worms, respectively, their overall MLSs were decreased by remofuscin treatment compared with the wild type.

**Table 2:** The mean lifespans of *C. elegans* with loss-of-function mutants.

Nematode type	Remofuscin (µM)	MLS ± SE (days) (n)	MLS change (%, relative to the NC)
FX1954 *lipl-1* (tm1954)	0	10.03 ± 0.60 (107)	–
	50	10.35 ± 0.62 (113)	3.19
	100	10.12 ± 0.67 (101)	0.90
	200	10.30 ± 0.64 (115)	2.69
VC4077 *lbp-8* (gk5151)	0	11.12 ± 0.56 (125)	–
	50	11.32 ± 0.57 (123)	1.80
	100	11.13 ± 0.62 (122)	0.09
	200	11.34 ± 0.64 (114)	1.98
FX1290 *nhr-210* (tm1290)	0	10.43 ± 0.57 (117)	–
	50	10.71 ± 0.64 (113)	2.68
	100	11.36 ± 0.68** (109)	8.92
	200	11.78 ± 0.70*** (112)	12.94
VC1806 *nhr-234* (gk865)	0	10.55 ± 0.58 (120)	–
	50	10.54 ± 0.63 (114)	− 0.09
	100	10.65 ± 0.61 (119)	0.95
	200	10.51 ± 0.62 (116)	− 0.38
FX30306 *nhr-49* (tm7967)	0	5.83 ± 0.33 (109)	–
	50	5.71 ± 0.32 (109)	− 2.06
	100	5.80 ± 0.31 (111)	− 0.51
	200	6.03 ± 0.34 (115)	3.43
FX19275 *nhr-8* (tm1800)	0	10.09 ± 0.53 (117)	–
	50	10.34 ± 0.58 (104)	2.48
	100	10.25 ± 0.57 (107)	1.59
	200	10.02 ± 0.56 (110)	− 0.69
FX01722 *ahr-1* (tm1722)	0	11.00 ± 0.66 (109)	–
	50	11.08 ± 0.66 (107)	0.73
	100	11.61 ± 0.69* (106)	5.55
	200	11.37 ± 0.67 (113)	3.36
FX4598 *pha-4* (tm4598)	0	9.29 ± 0.62 (109)	–
	50	10.04 ± 0.61 (114)	8.07
	100	10.46 ± 0.56 (120)	12.59
	200	10.53 ± 0.59* (118)	13.35
VC875 *cyp-35A1* (ok1414)	0	7.58 ± 0.44 (101)	–
	50	8.09 ± 0.46 (100)	6.73
	100	7.51 ± 0.47 (100)	− 0.92
	200	7.29 ± 0.40 (106)	− 3.83
FX21842 *cyp-35A2* (tm11844)	0	9.68 ± 0.58 (107)	–
	50	10.11 ± 0.59 (113)	4.44
	100	10.20 ± 0.62 (111)	5.37
	200	10.34 ± 0.61 (113)	6.82
RB2046 *cyp-35A3* (ok2709)	0	9.41 ± 0.64 (117)	–
	50	9.26 ± 0.63 (113)	− 1.59
	100	9.20 ± 0.61 (125)	− 2.23
	200	9.64 ± 0.65 (117)	2.44
FX22344 *cyp-35A5* (tm12345)	0	8.38 ± 0.61 (112)	–
	50	8.45 ± 0.57 (120)	0.84
	100	8.45 ± 0.61 (120)	0.84
	200	8.71 ± 0.60 (111)	3.94
RB2063 *gst-5* (ok2726)	0	7.36 ± 0.48 (110)	–
	50	7.38 ± 0.48 (112)	0.27
	100	7.81 ± 0.50 (118)	6.11
	200	7.76 ± 0.50 (114)	5.43

All experiments were conducted three times independently. n, The number of total worms; *p < 0.05, **p < 0.01, ***p < 0.001, log-rank test, compared with the NC (0 μM remofuscin).

### Role of NHR-234 in the longevity mechanism of remofuscin

NHR-234 cooperates with NHR-49 to induce the transcription of target genes related to lipid metabolism. Remofuscin-treated nematodes upregulated *nhr-234* expression compared with that in the control group, and the *nhr-234* mutant failed to extend the lifespan of the worms. To investigate the effect of NHR-234 on the expression of genes related to lipid metabolism and xenobiotic detoxification proposed to be downstream of NHR-234 in *C. elegans* treated with remofuscin, the expression levels of *ech-9*, *cyp-35A1*, *cyp-35A2*, *cyp-35A3*, *cyp-35-A4*, *and cyp-35A5* in the *nhr-234* deletion mutants were analyzed by qPCR. The expression levels of *ech-9*, *cyp-35A2*, *cyp-35A3*, and *cyp-35-A4*, but not *cyp-35A1* and *cyp-35A5*, were not increased in the *nhr-234* deletion mutants treated with remofuscin (200 µM) compared with the wild-type (N2) worms, indicating that NHR-234 might regulate their expression (Fig. 5).

**Figure 5:**
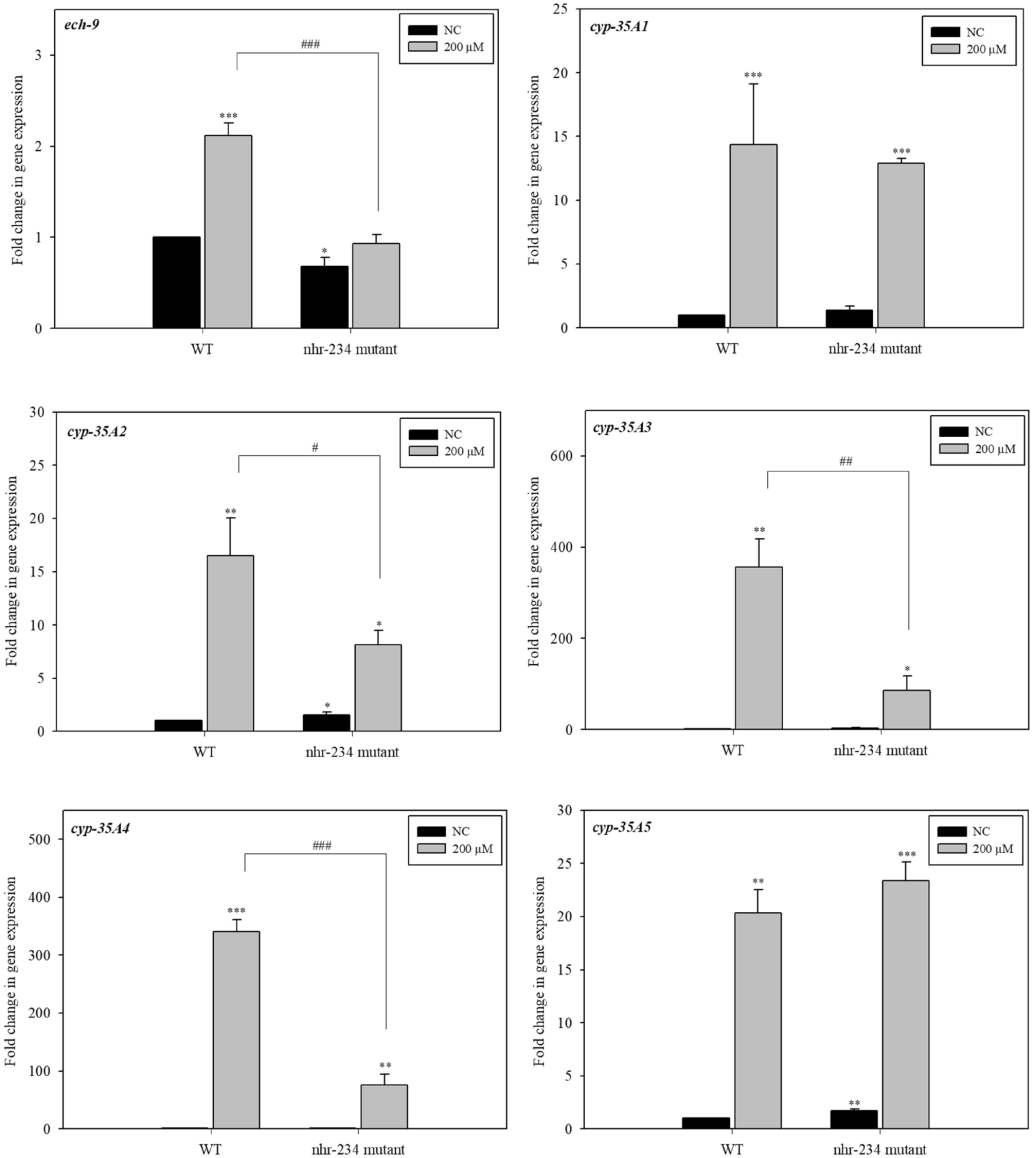
Expression levels of *ech-9* and *cyp-35A* subfamily members in wild-type (N2) (WT) and *nhr-234* mutant *C. elegans*. The worms were grown on NGM plates containing 0 µM and 200 µM remofuscin for 5 days, and the gene expression levels were measured by qPCR. The experiments were independently conducted at least three times. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, Student’s t-test, compared with the wild-type (N2) NC (0 μM remofuscin) and ^###^*p* < 0.001, Student’s t-test, compared with the 200 µM remofuscin-treated wild-type (N2) worms.

## Discussion

Remofuscin reduced the lipofuscin accumulation in the RPE cells of cynomolgus monkeys^6^. In this study, we found that remofuscin reduced the lipofuscin accumulation in *C. elegans*, which was potentially related to the significant MLS extension in remofuscin-treated *C. elegans*. In *C. elegans*, despite an abundant supply of food, a reduced pharyngeal pumping rate is associated with a lower food intake, which might induce a DR-like state in which energy metabolism shifts from glucose to lipid oxidation, resulting in the upregulation of beta-oxidation genes^27^. The generation of ROS via beta-oxidation is reduced in lipid catabolism compared with glucose catabolism^14^. Herein, remofuscin reduced the pharyngeal pumping rate and consequently reduced the production of ROS, which may have contributed to the lifespan extension of remofuscin-treated *C. elegans*. In the DR state, the lipid catabolism rate increases to supply energy, and lipid catabolism generates lipid metabolites that may mediate lipotoxicity^14^. 

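On the arrays of worms treated for 14 days, the genes of lipid catabolism *lipl-1*, *lbp-8* and *ech-9* were higher in remofuscin-treated worms in both experiments. *lipl-1* (F54F3.3) was not well above background on either NC array and was at least 2.61-fold higher (limma unadjusted p = 0.00617, adjusted p = 0.483). *lbp-8* (T22G5.6) was well above background on 1 of the 4 arrays only, in remofuscin-treated worms, and was at least 1.68-fold higher if the other array of that group is taken as measured (limma unadjusted p = 0.0063, from a fit over all probes because it is not among the tested ones). *ech-9* (F01G10.3) had a signal of 112 ± 15.4 (SD, n = 2 arrays) in NC and 206 ± 70.0 in remofuscin-treated worms, a fold change of 1.80 (limma unadjusted p = 0.0732). At an unadjusted p under 0.05 with a fold change of at least 2, *lipl-1* and *lbp-8* passed by their fitted values, and none of the 3 passed after adjustment. These values take NC signals not well above background as measured, and the bound of *lbp-8* does not reach the limit on fold change. With the experiment as a block all 3 passed after adjustment, with the methods' t-test only *lipl-1* met the unadjusted limits, and under normexp background correction 0 of the 3 did. Without remofuscin replicate 1, *lipl-1* no longer passed.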

The microarray and qPCR analyses of remofuscin-treated worms in a DR-like state revealed that genes related to lysosomes (*lipl-1* and *lbp-8*), beta-oxidation (*ech-9*), and xenobiotic detoxification (*cyp-34A1*, *cyp-35A1*, *cyp-35A2*, *cyp-35A3*, *cyp-35A4*, *cyp-35A5*, *cyp-35C1*, *gst-28*, and *gst-5*) were upregulated, which may have prevented damage caused by lipid metabolites.

*C. elegans* has 8 lysosomal lipases, LIPL-1 to LIPL-8, among which LIPL-4 plays a role in the lifespan extension of *C. elegans*^24^. Overexpression of LIPL-4 induces the expression of the lipid chaperone protein LBP-8, and mitochondrial beta-oxidation is activated via NHR-49 and NHR-80 to promote lipid catabolism. ROS in mitochondria (mtROS) activate the transcription factor JUN-1, and the LIPL-4 and LBP-8 signaling pathways induce antioxidant targets and oxidative stress tolerance, thereby extending the *C. elegans* lifespan^26^. However, remofuscin did not increase the expression level of *jun-1* in *C. elegans*. The *C. elegans* genes directly or indirectly involved in lipid catabolism, especially LIPL-1, respond to the DR state and control lipid metabolism^20^. In this study, the expression levels of genes related to a lysosomal lipase (*lipl-1*), a lipid binding protein (*lbp-8*), and beta-oxidation (*ech-9*) were increased in remofuscin-treated worms. In addition to *jun-1*, the transcription factors *nhr-49* and *nhr-27* play roles in the longevity of *C. elegans* by reducing the mitochondrial electron transport chain^28^. Unlike mammals, which have only 48 NHR genes, *C. elegans* has 284 NHR genes that play roles in various processes, including lipid and xenobiotic metabolism. In particular, NHR-49*,* a homolog of mammalian hepatocyte nuclear factor 4 (HNF4) that functions similarly to peroxisome proliferator-activated receptors (PPARs), is known to transcriptionally regulate many genes related to beta-oxidation, including acyl-CoA synthetase, enoyl-CoA hydratase, and carnitine palmitoyl transferase^29,30^. However, the effect of NHR-49 on *ech-9* (enoyl-CoA hydratase gene) remains debatable^14,29^. In this study, although the expression level of the *nhr-49* gene was not increased, that of *ech-9* was increased in *C. elegans* treated with remofuscin. In addition, the *nhr-49* deletion failed to extend the lifespan of remofuscin-treated worms, indicating the possible role of NHR-49 in the longevity of remofuscin-treated *C. elegans*. Interestingly, we found that the gene expression of nuclear receptor NHR-234, which is known to cooperate with NHR-49, was significantly upregulated in remofuscin-treated *C. elegans* and that the *nhr-234* mutant failed to extend the lifespan of the worms. Information on the function of *nhr-234* in *C. elegans* is limited. Unlike the wild-type (N2) worms, those with *nhr-234* deletion mutants (VC1806) did not exhibit increased expression levels of the genes related to lipid metabolism (*ech-9*) and xenobiotic stimulus responses (*cyp-35A2, cyp-35A3,* and *cyp-35A4*), which may be regulated by NHR-234. Thus, NHR-234 with or without NHR-49 plays a role in the longevity of remofuscin-treated worms by regulating *ech-9* expression and thereafter altering the expression of genes related to xenobiotic detoxification.

Endogenous lipofuscin, the lipid-containing product resulting from the oxidation of unsaturated fatty acids composed of digested lipid-containing lysosomal residues, accumulates over time and can be a xenobiotic. In addition, remofuscin may act as an exogenous xenobiotic agent. Dependence on fatty acid oxidation for energy sources leads to the formation of lipophilic endotoxins and, in turn, activates xenobiotic detoxification genes^31,32^. Xenobiotic detoxification occurs in three phases: phase I (cytochrome p450 enzymes (CYPs) chemically modify endotoxins), phase II (UDP-glucuronosyl transferases and glutathione S-transferases (GSTs) make them more soluble), and finally, phase III (modified endotoxins are emitted into the extracellular space by ATP-binding cassette transporters)^32,33^. In this study, the expression levels of *cyp* (cytochrome p450 enzymes) and *gst* (glutathione S-transferases) genes were increased in remofuscin-treated *C. elegans*. GST functions as an antioxidant in detoxification reactions and inhibits ROS generation. In addition, GST stops or slows lipofuscin formation and cleaves the existing lipofuscin^34^. The transcription factors NHR-8, AHR-1, and PHA-4 regulate the expression of genes related to xenobiotic metabolism. NHR-8 is required for xenobiotic resistance and may regulate the expression of cytochrome P450 genes in *C. elegans*^23^, AHR-1 binding to the xenobiotic response element (XRE), which is related to CYP-35A subfamily members possessing XRE like elements in the promoter regions, regulates lipid signaling^35^, and PHA-4 induces the expression of xenobiotic detoxification genes^14^. In this study, we found that *nhr-8* deletion failed to extend the lifespan of remofuscin-treated worms, which means that genes related to xenobiotic detoxification activated by remofuscin conferred *C. elegans* with longevity.

Based on the results obtained in this study, we predicted a pathway that is associated with lifespan extension in remofuscin-treated *C. elegans* (Fig. 6). Remofuscin increases the expression of lysosomal lipase and induces lipid catabolism (beta-oxidation), subsequently activating the xenobiotic detoxification response and extending the *C. elegans* lifespan. In addition, remofuscin-treated worms enter a DR-like state by decreasing their pharyngeal pumping rate, which is followed by a reduction in ROS levels through fatty acid beta-oxidation, thereby contributing to their lifespan extension. Lysosomal signaling from LIPL-4 to LBP-8 followed by NHR-49 and NHR-80 promotes the longevity of *C. elegans*^36^; however, the signal herein was observed from LIPL-1 to LBP-8, followed by NHR-234 and/or NHR-49.

**Figure 6:**
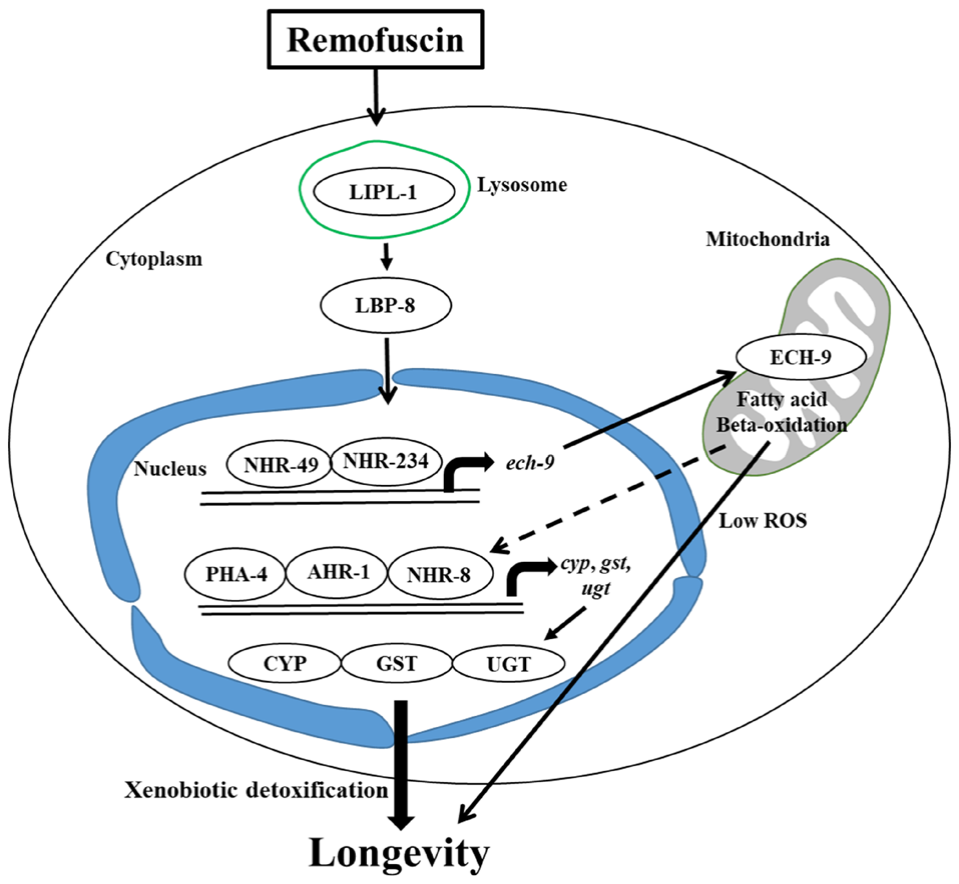
Predicted mechanism by which remofuscin extends the *C. elegans* lifespan. A lysosomal lipase, LIPL-1, activates lipid catabolism, similar to that in a diet restriction (DR)-like state, thereby decreasing the ROS levels and subsequently activating the xenobiotic detoxification process. This sequence ultimately extends the lifespan of remofuscin-treated *C. elegans*. The broken line shows the predicted route based on the previously reported pathway^14^.

Remofuscin is also known as a potent and reversible inhibitor of the $$\small {H}^{+}/{K}^{+}$$ ATPase proton pump in cynomolgus monkeys^6^. Although the proton pump which is inhibited by remofuscin is not present in the RPE in the eyes of human, proton pump inhibitors are known to increase the lysosomal pH, thereby activating transcription factor EB (TFEB), a master transcriptional regulator of lysosomal biogenesis, and inducing lysosomal exocytosis and autophagy^37^. Remofuscin binds to lipofuscin^38^ and is a superoxide generator when illuminated with light^39^. Superoxide might help to degrade the polymeric lipofuscin into smaller units which then are transported out of the lysosomes by exocytosis. TFEB is an ortholog of HIH-30 in *C. elegans*, and HIH-30 is known to function as a transcription factor of *lipl-1* in *C. elegans* in a DR-like state^20^. Additionally, LIPL-1 degrades lipids in the lysosomal lipophagy process. However, although the expression of *hlh-30* was herein significantly increased at an early time point compared with that in the NC (Supplementary Fig. S4), there was no evidence of the lipophagy pathway being activated by remofuscin. Thus, the results of this study do not explain the association between lipophagy induced by remofuscin and the longevity of *C. elegans*. Therefore, further studies are needed to determine whether proton pump inhibition by remofuscin treatment contributes to extending the lifespan of *C. elegans* and whether remofuscin functions as a DR mimetic to extend the lifespan of *C. elegans*.

In conclusion, remofuscin, an inhibitor of lipofuscin accumulation, stimulates the expression of the lysosomal lipase gene *lipl-1* and the lysosomal lipid chaperone gene *lbp-8*, subsequently increasing the expression levels of the genes involved in xenobiotic detoxification through nuclear hormone receptors and thereby extending the *C. elegans* lifespan.

## Materials and methods

### Bacterial strains and culture conditions

*Escherichia coli* OP50 was obtained from the Caenorhabditis Genetics Center (CGC, USA) of the University of Minnesota and used as a food for *C. elegans. E. coli* OP50 was grown in Luria–Bertani (LB) broth (Ambrothia, Daejeon, Korea) at 37 °C overnight with shaking, collected by centrifugation at 3,000 × *g* for 10 min, washed in sterile M9 buffer, and diluted to a final concentration of 0.1 mg (wet weight) per microliter in M9 buffer^40^.

### Nematode strains and growth conditions

*C. elegans* Bristol strain N2, provided by the CGC, was used as the wild-type strain. The mutant strains VC1806 *nhr-234* (gk865), VC4077 *lbp-8* (gk5151[loxP + myo-2p::GFP::unc-54 3' UTR + rps-27p::neoR::unc-54 3' UTR + loxP]), VC875 *cyp-35A1* (ok1414), RB2046 *cyp-35A3* (ok2709), and RB2063 *gst-5* (ok2726) were provided by the CGC, and FX1954 *lipl-1* (tm1954), FX1290 *nhr-210* (tm1290), FX30306 *nhr-49* (tm7967), FX19275 *nhr-8* (tm1800), FX01722 *ahr-1* (tm1722), FX4598 *pha-4* (tm4598), FX21842 *cyp-35A2* (tm11844), and FX22344 *cyp-35A5* (tm12345) were provided by the National Bioresource Project (NBRP) for nematodes at Tokyo Women's Medical University (Tokyo, Japan). Worms were maintained and propagated in peptone-free modified nematode growth medium (mNGM) to prevent negative influence of metabolites produced by proliferated food bacteria on nematodes at 25 °C according to previously reported techniques^41,42^. *E. coli* OP50 was spread on mNGM in 90-mm-diameter Petri dishes as food for the worms. A sodium hypochlorite-sodium hydroxide solution (Sigma Aldrich, St. Louis, MO, USA) was used to obtain viable eggs as previously described^43^. The eggs were transferred onto fresh mNGM plates seeded with *E. coli* OP50 and incubated at 25 °C until the L4 stage (3-day-old worms), and all experiments used the L4 stage (3-day-old worms) as day 1 of the adult stage to control the reproductive system in *C. elegans*^42^.

### Assay of the *C. elegans* mean lifespan

Remofuscin (kindly provided by Professor Ulrich Schraermeyer, Universität Tübingen, Tübingen, Germany) was dissolved in dimethyl sulfoxide (DMSO, Sigma Aldrich) and administered final concentrations of 0 µM (control), 50 µM, 100 µM, and 200 µM. An equal amount of DMSO (final concentration, 0.2%) was added as the control. 5-Fluoro-2ʹ-deoxyuridine (FUdR, Sigma Aldrich) (50 μM) was added to the plates^44^, which were then seeded with *E. coli* OP50. The *C. elegans* mean lifespan (MLS) assay was conducted by transferring 15 young adult (L4 stage) worms onto mNGM/FUdR plates containing *E. coli* OP50 and treated with remofuscin at the indicated concentrations. For each assay, 45 worms were assayed on three plates (15 worms per plate) for each remofuscin concentration. The longevity assay was conducted three times independently at least in triplicate, and more than 100 worms were scored. The data from independent three replicates were merged and analyzed. The plates were incubated at 25 °C, and the live and dead worms were counted every 24 h. Worms were considered “dead” when they did not respond to a gentle touch with a worm picker. Nematodes that crawled off the plates and died in a non-natural manner, such as by bagging or adhering to the plate wall, were not included in the analysis (censored)^45^. The worms were transferred every two days to maintain a sufficient food source.

The MLS was estimated using the following Eq. ^46^:

1 $$\mathrm{MLS }= \frac{1}{N}\sum_{j}\frac{{\mathrm{x}}_{j}+{\mathrm{x}}_{j+1}}{2}{d}_{j}$$

In the equation, *j* is the age (day),$${d}_{j}$$ is the number of worms that died during the day interval ($${\mathrm{x}}_{j}$$, $${\mathrm{x}}_{j+1}$$), and *N* is the total number of worms. The standard error (SE) of the estimated MLS was calculated using the following formula.

2 $$\mathrm{SE }= \sqrt{\frac{1}{N(N-1)}{\left(\sum_{j}\frac{{\mathrm{x}}_{j}+{\mathrm{x}}_{j+1}}{2}-\mathrm{MLS}\right)}^{2}{d}_{j}}$$

### Measurement of body length

Worms at the L4 stage (day 1 of the adult stage) were transferred onto mNGM plates (60 mm Petri dish) containing various concentrations of remofuscin and seeded with 5 mg (wet weight) of *E. coli* OP50 in M9 buffer. The plates were incubated at 25 °C, and the body lengths of live worms were measured every 24 h until 6 days of age. In total, 10 worms per group were measured. *C. elegans* were imaged with a stereomicroscope (Olympus SZ61, Tokyo, Japan) and a ToupCam (UCMOS05100KPA, ToupTek, Hangzhou, China), and the images were analyzed by using ToupCam software. The area of the worm’s projection was estimated automatically and used as an index of body length. Three independent experiments were conducted for each group.

### Measurement of the pharyngeal pumping rate

A pharyngeal pumping rate assay was performed on mNGM plates seeded with *E. coli* OP50 and treated with various concentrations of remofuscin. Three-day-old worms (L4 stage) were transferred onto mNGM plates containing various concentrations of remofuscin and incubated at 25 °C, and the number of contractions in the terminal bulb of the pharynx was counted every 48 h for 1 min using an Olympus CKX41 inverted microscope (400 ×). Three independent experiments were conducted, and 15 worms were included in each group for each measurement.

### Measurement of lipofuscin accumulation

The autofluorescence of lipofuscin in 14-day-old adult *C. elegans* was measured as an aging index. Randomly selected worms from each group were placed onto 5% agar pads coated with 10 mM sodium azide (Junsei Chemical, Tokyo, Japan) in M9 buffer for anesthetization. Images of lipofuscin autofluorescence at a blue excitation wavelength (405–488 nm), which captures 4',6-diamidino-2-phenylindole (DAPI), were acquired with a laser confocal scanning microscope (Olympus Ix81-FV1000)^40^. Fluorescence was quantified using FV10-ASW1.1 software (Olympus) to measure lipofuscin accumulation. Three independent experiments were conducted, and 10 worms were included in each group for each measurement.

### Measurement of ROS

The ROS levels in *C. elegans* treated with 0 µM, 50 µM, 100 µM, and 200 µM remofuscin were measured for 14 days. Randomly selected worms from each group were washed twice with M9 buffer, after which the supernatant was removed, and the remaining worm pellet was suspended in 100 µL of M9 buffer. The worm pellet (100 µL) and 100 µL of 50 mM 2′,7′-dichlorofluorescein diacetate (H_2-_DCF-DA, Sigma Aldrich) were added to the wells of a black 96-well plate. The ROS levels were measured with a fluorescence microplate reader (SpectraMAX GEMINI EM, Molecular Devices, Sunnyvale, CA, USA**)** at excitation and emission wavelengths of 485 nm and 520 nm, respectively, at 90 min after activation. The fluorescence signal in each group, which included more than 80 worms for each measurement, was normalized to the protein concentration in each group. Three independent experiments were conducted.

### Microarray analysis

Worms fed *E. coli* OP50 for 14 days on NGM plates containing 0 µM and 200 µM remofuscin were collected and washed twice with M9 buffer, after which total RNA was isolated from whole worms using TRIzol (Invitrogen, Carlsbad, CA, USA) according to a previously described method^13^. For each RNA, the synthesis of target cRNA probes and hybridization were performed using an Aligent LowInput QuickAmp labeling kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer’s instructions. Amplified and labeled cRNA was purified on a cRNA Cleanup Module (Agilent Technologies), and labeled cRNA targets were quantified using an ND-1000 spectrophotometer (NanoDrop Technologies, Inc., Wilmington, DE, USA). After checking the labeling efficiency, the cRNA was fragmented by adding 10X blocking agent and 25X fragmentation buffer and incubating at 60 °C for 30 min. The fragmented cRNA was resuspended in 2X hybridization buffer and directly pipetted onto assembled *C. elegans* oligo microarrays (Agilent, 44 K). The arrays were hybridized at 65 °C for 17 h using a hybridization oven (Agilent Technologies). The hybridized microarrays were washed according to the manufacturer’s protocol (Agilent Technologies). The hybridized images were scanned using an Agilent DNA microarray scanner and quantified with Feature Extraction 10.7 software (Agilent Technologies). Raw intensity data were globally normalized^47^. All data normalization and selection of differentially expressed genes (fold change) were performed using GeneSpring GX 7.3.1 (Agilent Technologies). The criterion for the identification of genes with significantly altered expression was a *p* value < 0.05 compared with the negative control. The RNA sequencing data were deposited in the NCBI Gene Expression Omnibus (GEO) database (accession code: GSE144059). For the pie chart and volcano plot, Excel-based Differentially Expressed Gene Analysis (ExDEGA, eBiogen, Seoul, Korea) software was used to analyze the microarray data according to classified Gene Ontology (GO) terms. Genes with a *p*-value < 0.05 and a fold change of 2.0 compared with the negative control were defined as significantly changed genes.

### Quantitative real-time polymerase chain reaction (qPCR)

*C. elegans* fed *E. coli* OP50 for 1 and 5 days on NGM plates containing 0 µM and 200 µM remofuscin were collected and washed twice with M9 buffer. Total mRNA was isolated from whole worms using TRIzol (Invitrogen) as previously described^13^. The RNA was converted into cDNA using a RevertAid First Strand cDNA Synthesis Kit according to the manufacturer’s instructions (Thermo Scientific, Wilmington, DE, USA) and then amplified by qPCR using SYBR Green (KAPA Biosystems, Wilmington, MA, USA) and a QuantStudio 6 Flex Real Time PCR machine (Applied Biosystems, Foster City, CA, USA). For qPCR, an initial step at 95 °C followed by 40 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 30 s were performed, and melting curve analysis was performed. The experiments were independently conducted at least three times, and relative expression levels were calculated using the 2^−ΔΔCT^ method^48^. The internal control gene *act-1* was used to normalize the gene expression data. The sequences of the primers used in this study are listed in Supplementary Table S3.

### Statistical analysis

In the lifespan assay, the Kaplan–Meier method and the log-rank test were used to calculate the MLS and *p*-values, respectively^40^. In the other experiments, the significance of comparisons between the negative control (NC) and remofuscin-treated groups was calculated by using Student’s *t*-test. Significance was defined as a *p*-value less than 0.05 in all experiments. If the data were not normally distributed, the Mann–Whitney U test was used^42^.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

# Supplementary material for: Remofuscin induces xenobiotic detoxification via a lysosome-to-nucleus signaling pathway to extend the Caenorhabditis elegans lifespan
**Source:** Sci Rep. 2022 May 3;12:7161. doi: 10.1038/s41598-022-11325-2
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary Information**

**Remofuscin induces xenobiotic detoxification via a lysosome-to-nucleus signaling pathway to extend the *Caenorhabditis* *elegans* lifespan**

**Authors: Miae Oh, Jiah Yeom, Ulrich Schraermeyer, Sylvie Julien-Schraermeyer, Young-Hee Lim***

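Of the genes of phases II and III of xenobiotic detoxification in Supplementary Table S1, *gst-5* (R03D7.6) had a signal of 4548 ± 2708 (SD, n = 2 arrays) in NC and 9782 ± 858 in remofuscin-treated worms. Its 2.37-fold rise (limma unadjusted p = 0.034) was smaller than the ratio between the 2 NC arrays, and it fell short of the limits on unadjusted p and fold change without NC replicate 2 and without either array of remofuscin-treated worms. *gst-28* was well above background on 1 of 2 NC arrays and rose 3.70-fold (limma unadjusted p = 0.0148), with a log2 fold change of 0.93 without NC replicate 2. *folt-2* (F37B4.7), a transporter gene, rose 2.87-fold, from 39.8 ± 2.82 to 115 ± 22.5 (limma unadjusted p = 0.0039, adjusted p = 0.368). *ugt-65* and *pgp-14* were well above background on 1 of the 4 arrays each, on an array of remofuscin-treated worms, and were at least 1.25-fold and at least 1.40-fold higher if the other array of that group is taken as measured. The other 3 probes of *ugt-65* were not well above background on any array and did not pass the limits on unadjusted p and fold change. The mean of its 4 probes gave a log2 fold change of 0.70 and did not pass either.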

**Table S1.** Xenobiotic metabolism-related genes upregulated in *C. elegans* (N2) treated with 200 μM remofuscin analyzed by RNA microarray.

| Gene name | Wormbase ID | Brief description | Fold change | *p*-value |
| --- | --- | --- | --- | --- |
| *cyp-13A2* | WBGene00011676 | Phase Ⅰ detoxification, cytochrome P450 | 2.387 | 0.018 |
| *cyp-34A1* | WBGene00011698 | Phase Ⅰ detoxification, cytochrome P450 | 5.424 | 0.007 |
| *cyp-35A1* | WBGene00015399 | Phase Ⅰ detoxification, cytochrome P450 | 18.131 | 0.014 |
| *cyp-35A2* | WBGene00015400 | Phase Ⅰ detoxification, cytochrome P450 | 8.568 | 0.007 |
| *cyp-35A3* | WBGene00019565 | Phase Ⅰ detoxification, cytochrome P450 | 110.931 | 0.004 |
| *cyp-35A4* | WBGene00016786 | Phase Ⅰ detoxification, cytochrome P450 | 76.458 | 0.000 |
| *cyp-35A5* | WBGene00019473 | Phase Ⅰ detoxification, cytochrome P450 | 30.956 | 0.009 |
| *cyp-35C1* | WBGene00007362 | Phase Ⅰ detoxification, cytochrome P450 | 14.545 | 0.038 |
| *gst-28* | WBGene00001776 | Phase Ⅱ detoxification, glutathione S transferase | 3.080 | 0.033 |
| *gst-5* | WBGene00001753 | Phase Ⅱ detoxification, glutathione S transferase | 2.171 | 0.008 |
| *ugt-65* | WBGene00008583 | Phase Ⅱ detoxification, UDP-glucuronosyl transferase | 2.662 | 0.026 |
| *pgp-14* | WBGene00004008 | Phase Ⅲ detoxification, a member of the ABC transporter family | 2.299 | 0.022 |
| *folt-2* | WBGene00018138 | Phase Ⅲ detoxification, folate transmembrane transporter | 2.821 | 0.022 |

Fold changes were calculated between the control and remofuscin (200 μM)-treated *C. elegans*.

**Table S2.** List of nuclear hormone receptor genes upregulated in *C. elegans* (N2) treated with 200 μM remofuscin as determined by microarray.

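A fold change in such a list depends on the probe where an array carries several probes for a gene. The array carried 8 probes for *nhr-34*, whose ratios between remofuscin-treated worms and NC ran from 0.887 to 2.61, and 1 of the 8 reached 2. For *nhr-184* there were 5 probes, and only the brightest was well above background on any array. The probe with the highest ratio, 2.07, was well above background on 0 of the 4 arrays. *nhr-38* and *nhr-234* had 3 probes each, of which 1 reached a ratio of 2, and *nhr-210* and *nhr-265* had 1 probe each. These probe-level ratios include signals near background and are not bounds.

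**Figure D3:**
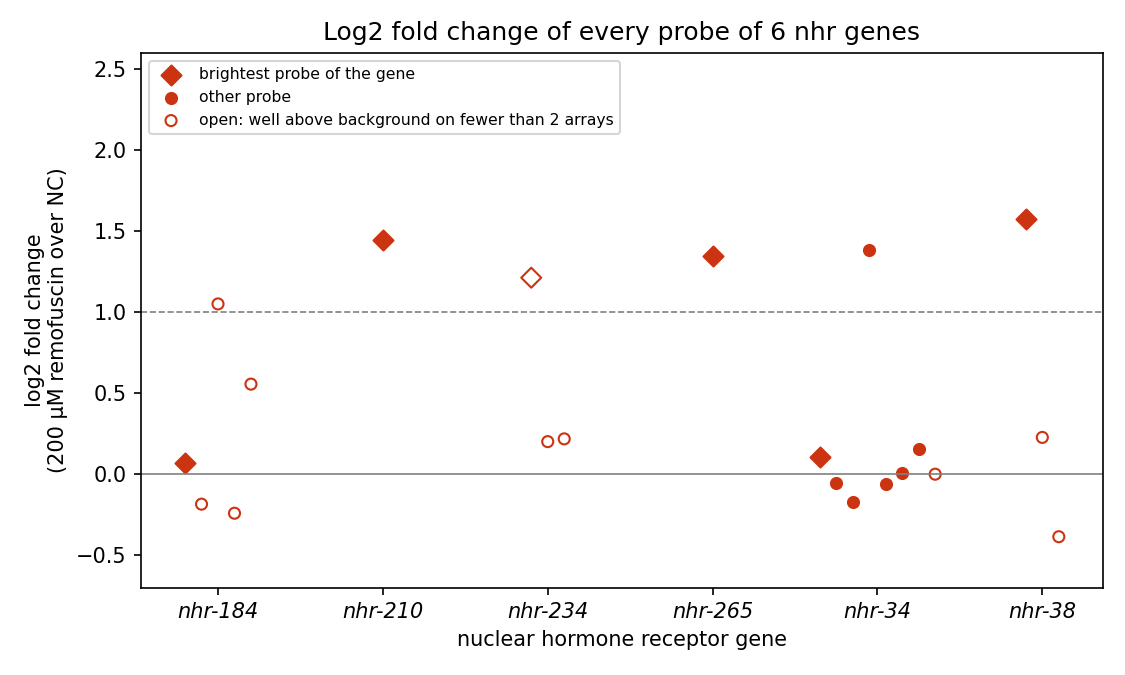
Log2 fold change (200 µM remofuscin over NC) of every probe of the 6 nuclear hormone receptor genes, each point being 1 probe and diamonds the brightest probe of a gene. Open symbols were well above background on fewer than 2 arrays, and the dashed line marks a fold change of 2.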

| Gene name | Wormbase ID | Brief descriptions | Fold change | *p*-value |
| --- | --- | --- | --- | --- |
| Lysosome | | | | |
| *lipl-1* | WBGene00010062 | Lysosomal lipase | 2.635 | 0.010 |
| *lbp-8* | WBGene00002260 | Lipid binding protein | 3.200 | 0.031 |
| Nuclear hormone receptor | | | | |
| *nhr-184* | WBGene00018415 | Nuclear hormone receptor family | 2.026 | 0.089 |
| *nhr-210* | WBGene00020015 | Nuclear hormone receptor family | 2.385 | 0.204 |
| *nhr-234* | WBGene00012596 | Nuclear hormone receptor family | 2.249 | 0.400 |
| *nhr-265* | WBGene00009608 | Nuclear hormone receptor family | 2.042 | 0.103 |
| *nhr-34* | WBGene00003627 | Nuclear hormone receptor family | 2.509 | 0.278 |
| *nhr-38* | WBGene00003629 | Nuclear hormone receptor family | 2.714 | 0.268 |
| Fatty acid beta-oxidation | | | | |
| *ech-9* | WBGene00001158 | Enoyl-CoA hydratase | 1.729 | 0.199 |

Fold changes were calculated between the control and the remofuscin (200 μM)-treated *C. elegans*.

**Table S3.** Primer sequences used in this study.

| Gene |  | Primer sequences |
| --- | --- | --- |
| *act-1* | Forward | 5' CACGGTATCGTCACCAACTG 3' |
|  | Reverse | 5' GCTTCAGTGAGGAGGACTGG 3' |
| *lipl-1* | Forward | 5' CGGTTTGCGCTGGACTTA 3' |
|  | Reverse | 5' GAACACGAGTTGCGTTAA 3' |
| *lbp-8* | Forward | 5' AATTGCTCCGGATGAGCGATCCTA 3' |
|  | Reverse | 5' TCTCTACGACAAATGACGCTCCCA 3' |
| *nhr-210* | Forward | 5' CTGAAAGCTCGTCAGTCTTC 3' |
|  | Reverse | 5' GTAGCTTCATCCAGCAGGTA 3' |
| *nhr-234* | Forward | 5' GTGCCGATACTCCAACAA 3' |
|  | Reverse | 5' TGTATCCACGGACTACTTCC 3' |
| *nhr-49* | Forward | 5' TCACCTCATCTCATCTCCAG 3' |
|  | Reverse | 5' AGAGATGGCCTAGACAGGTT 3' |
| *acox-3* | Forward | 5' ATCCCAGTTCTCGAGTATCC 3' |
|  | Reverse | 5' GGAGAGCTCGTCTGACTTTT 3' |
| *ech-9* | Forward | 5' CTCTGCCAAATGATCGAG 3' |
|  | Reverse | 5' CTTGCTTGCATCTCTGCT 3' |
| *nhr-8* | Forward | 5' CAACAGCTGTGAACAGTCC 3' |
|  | Reverse | 5' CGGAGAAACTGTGTAGTTGG 3' |
| *ahr-1* | Forward | 5' AGCCGTCTGGATAAACTCTC 3' |
|  | Reverse | 5' ATGGTATAGGAGGGTGTGGT3' |
| *pha-4* | Forward | 5' GCAAGCACAGATGACACTC 3' |
|  | Reverse | 5' CTGGTATACTCCGTTGGTGT 3' |
| *cyp-34A1* | Forward | 5' GTTGATGGTCAACCTCTACG 3' |
|  | Reverse | 5' AGCCTTGGCTAGTGATTCTC 3' |
| *cyp-35A1* | Forward | 5' ATACTACCTGTGGGCAACTG 3' |
|  | Reverse | 5' CGTGAGCTATATCGGCATAC 3' |
| *cyp-35A2* | Forward | 5' CTCAACTCAGTGCTCTCCAT 3' |
|  | Reverse | 5' GAAGGAGAAGGTTACCGAAG 3' |
| *cyp-35A3* | Forward | 5' TGGTTCTCGAAGTCTCAGTC 3' |
|  | Reverse | 5' GAGCAGTAACAAGAGCTCCA 3' |
| *cyp-35A4* | Forward | 5' CTTACTGACCGTGCTTCAAC 3' |
|  | Reverse | 5' GAGCAGTAACAAGAGCTCCA 3' |
| *cyp-35A5* | Forward | 5' GGATAAGGCAAGAGAAGAGC 3' |
|  | Reverse | 5' TGTAACGACAGCTCCAGAGT 3' |
| *cyp-35C1* | Forward | 5' CTGTCGACTCAGGATGTTTG 3' |
|  | Reverse | 5' AGATTCTCCCAGACAAGACC 3' |
| *gst-5* | Forward | 5' GCCGGACAACAATACGAGGA 3' |
|  | Reverse | 5' AAGAAACGAGCAATCGCGTG 3' |
| *gst-28* | Forward | 5' CACGTATCCTCTTCCACTTGCTG 3' |
|  | Reverse | 5' CTGCTCTTCTGGGGTTTT 3' |
| *hlh-30* | Forward | 5' AGTAGCAGCAAGTCACCATC 3' |
|  | Reverse | 5' GATCAGGTCGTCAAGCTCT 3' |

**Fig. S1.** Effect of remofuscin on the lifespan of *C. elegans* (N2). Worms at the L4 stage (day 1 of the adult stage) fed on the *E. coli* OP50 lawn were treated with various concentrations of remofuscin. The survival percentages were calculated using the Kaplan-Meier method. ^*^*p* < 0.05, ^***^*p* < 0.001, log-rank test, compared with the NC.

**Fig. S2.** Expression levels of genes related to transcription factors in remofuscin-treated *C. elegans*. Worms were grown on NGM plates containing 0 µM and 200 µM remofuscin for 5 days. The gene expression levels were measured by qPCR.

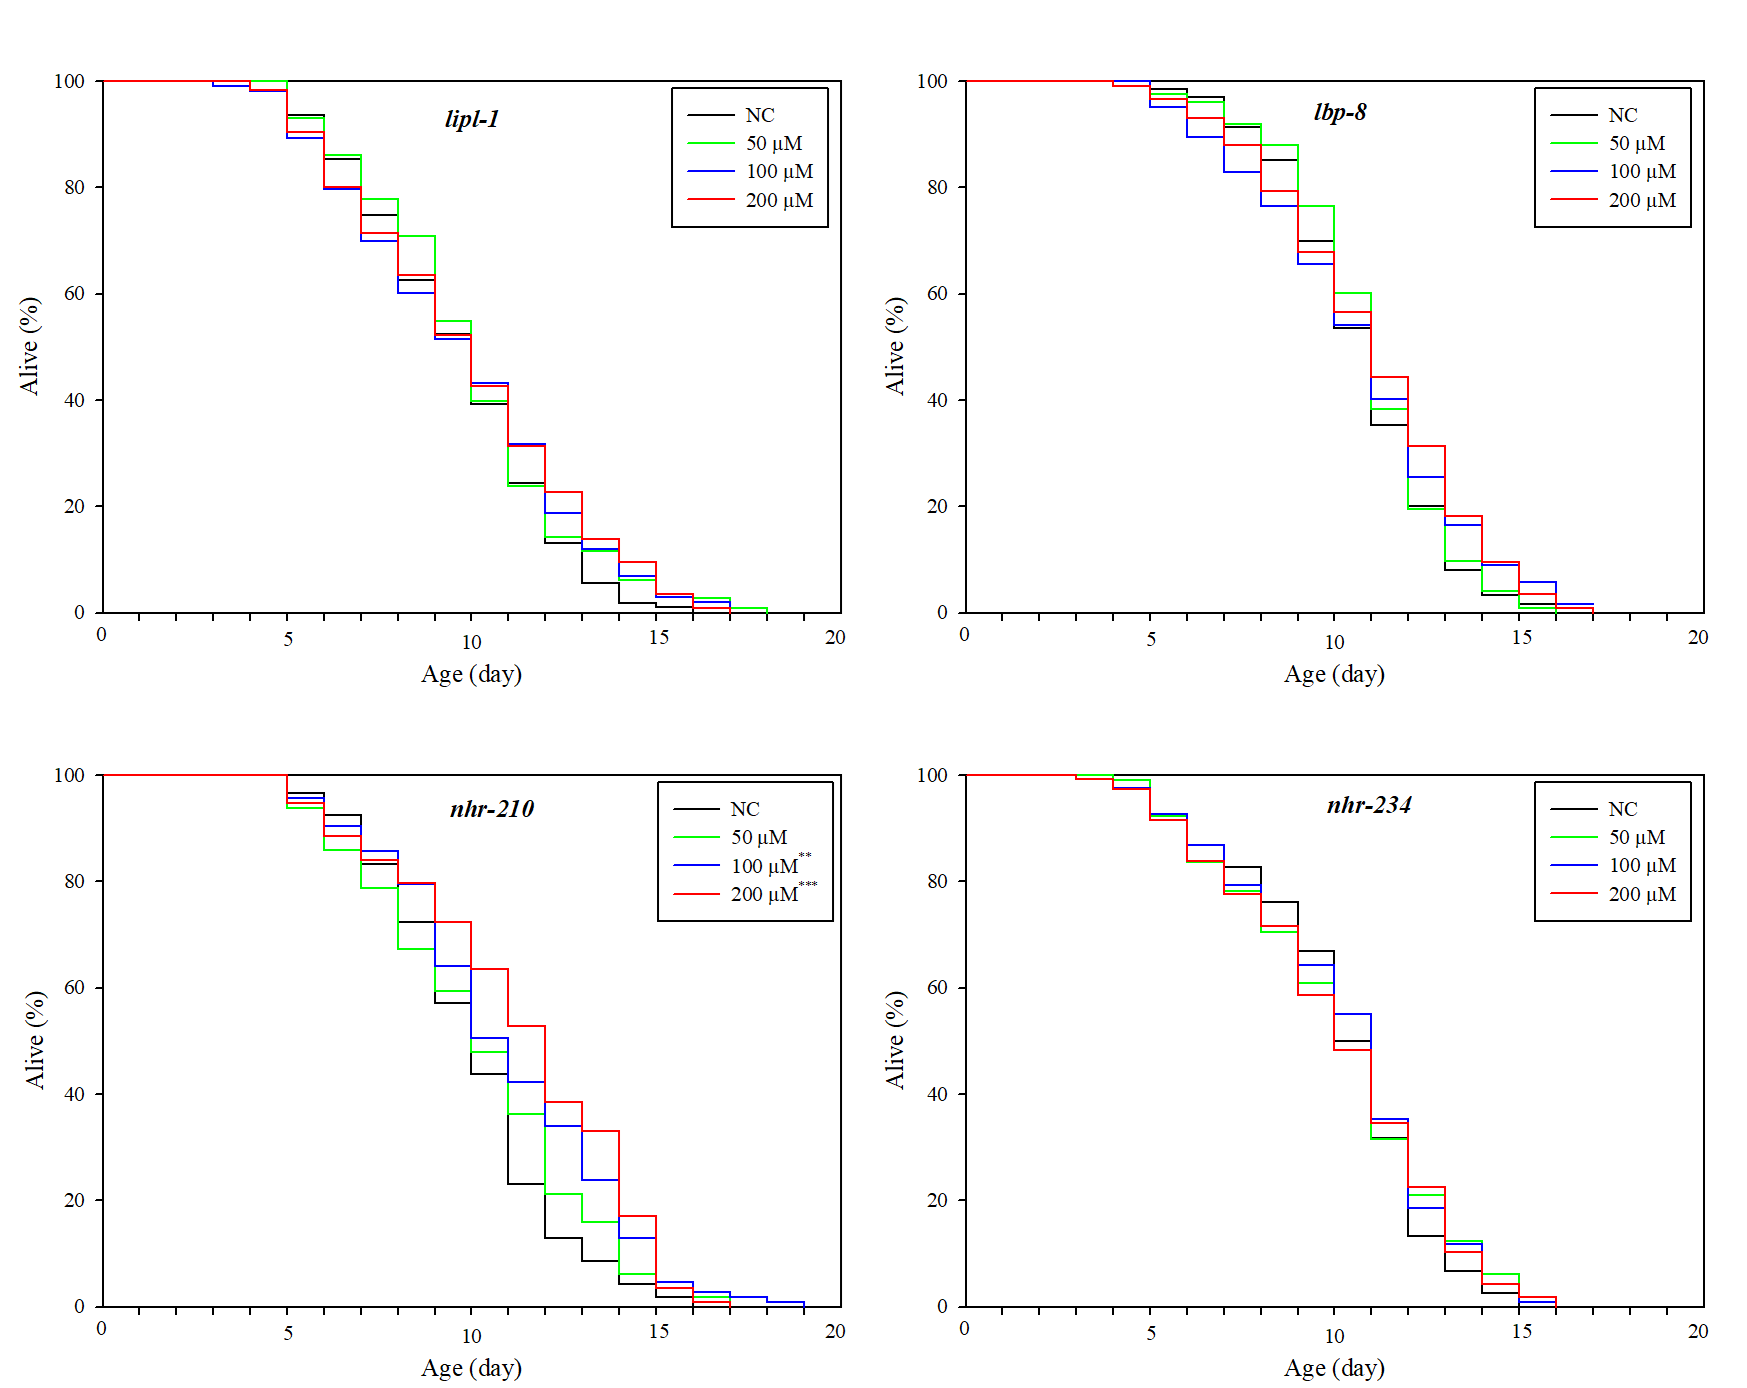

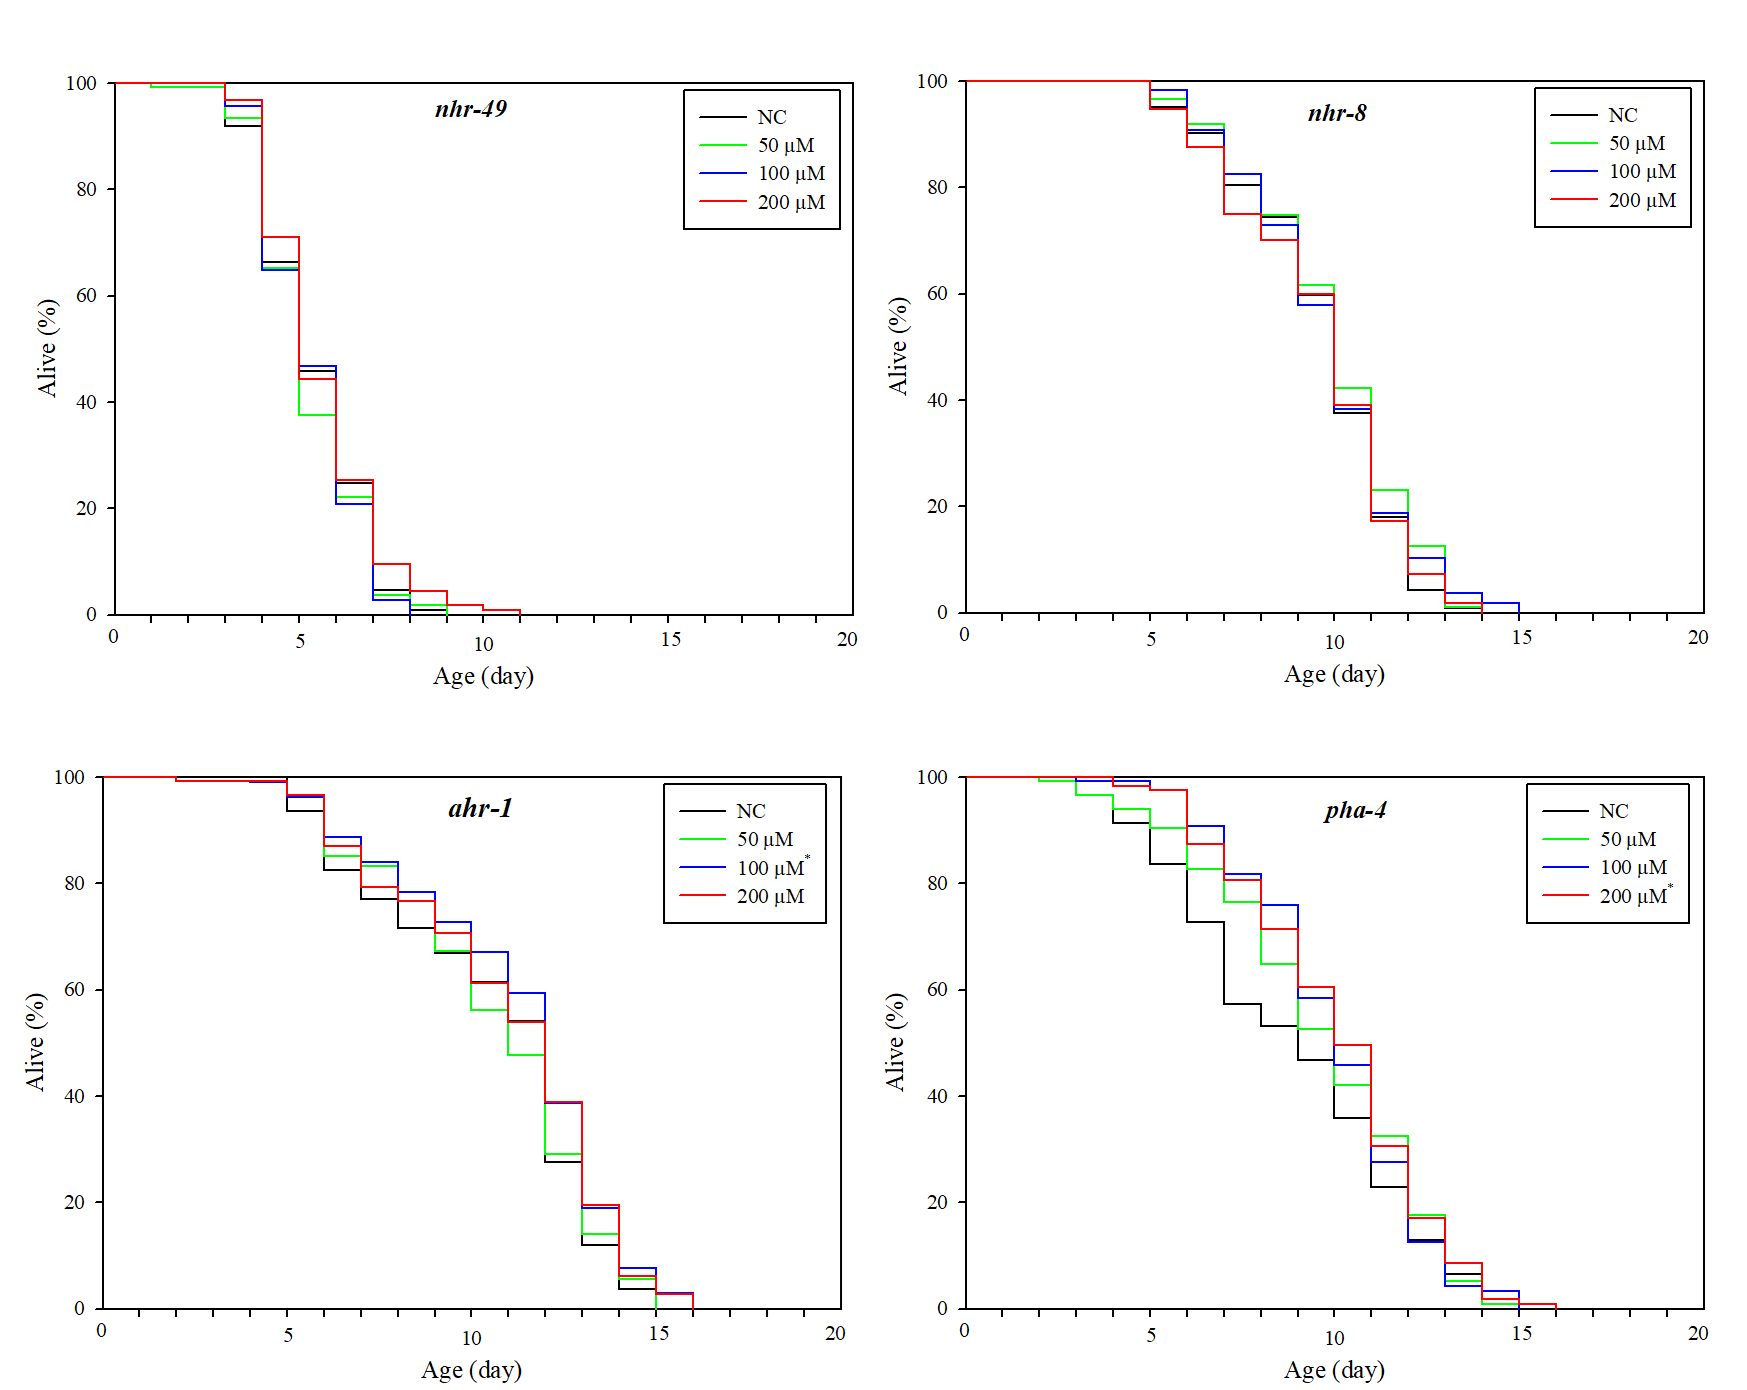

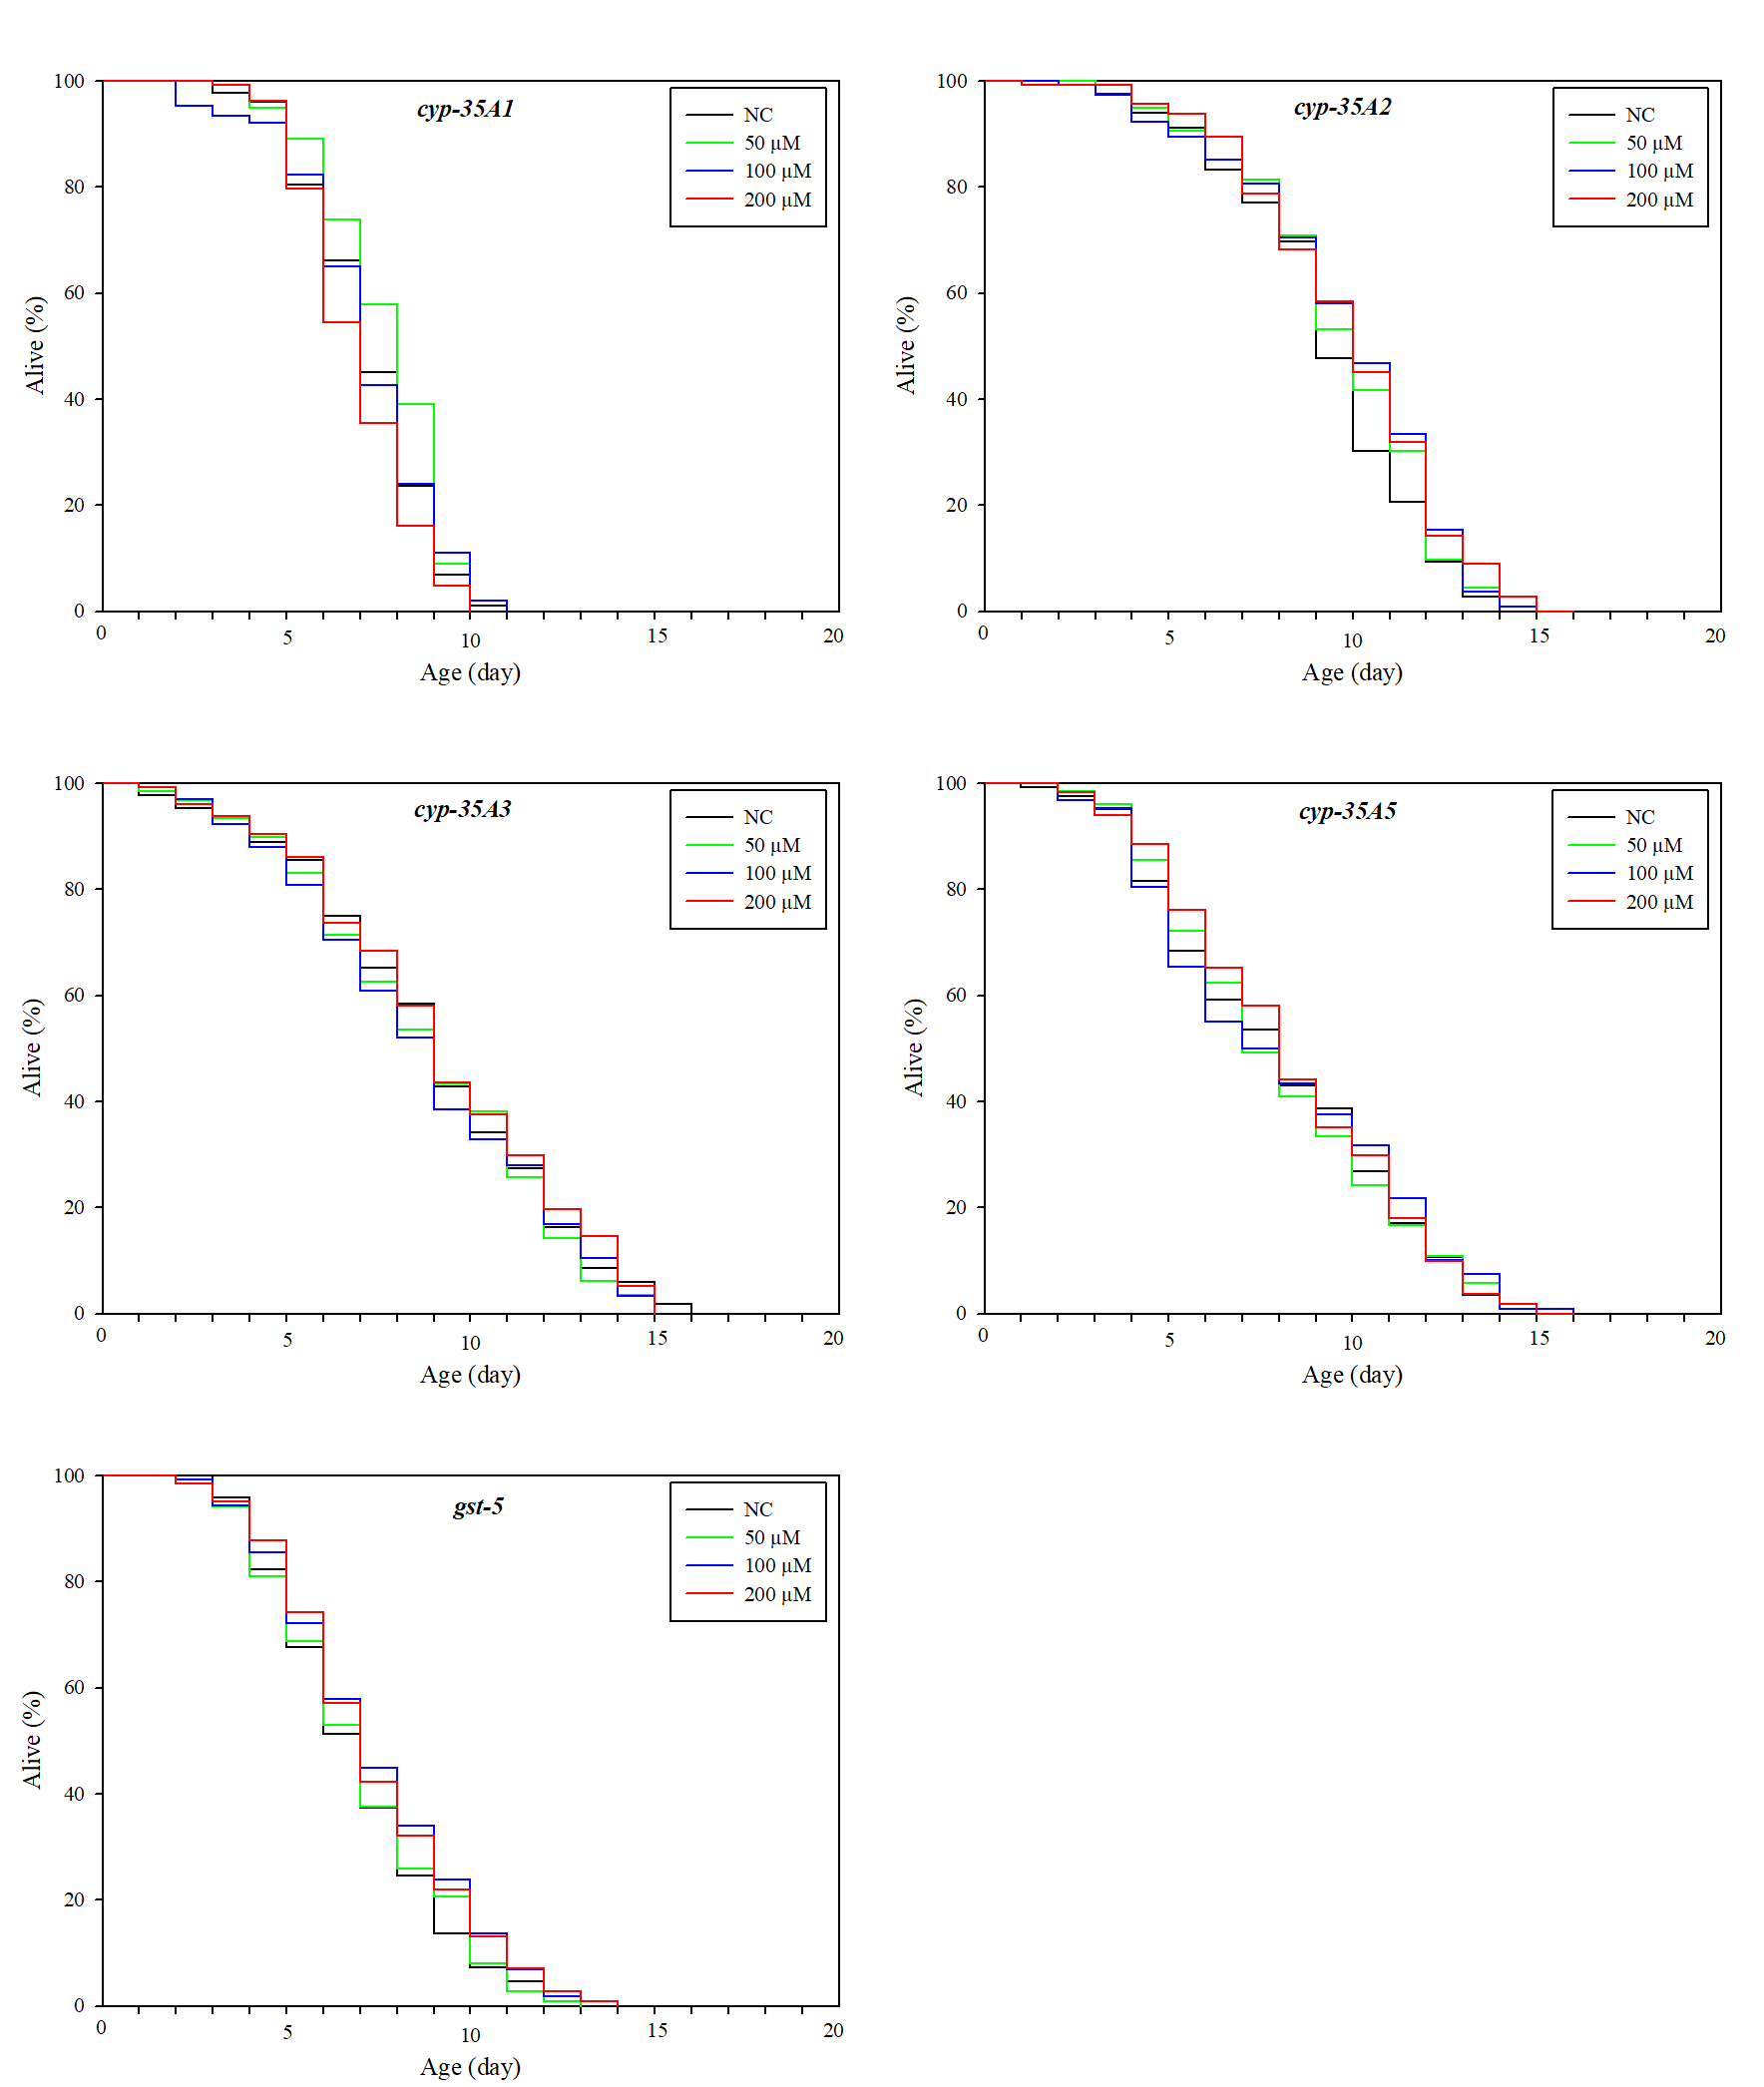

**Fig. S3.** Effect of remofuscin on the lifespan extension of *C. elegans* loss-of-function mutants. ^*^*p* < 0.05, ^**^*p* < 0.01, ^***^*p* < 0.001, log-rank test, compared with the NC (0 μM remofuscin).

**Fig. S4.** Expression levels of *hlh-30* in remofuscin-treated *C. elegans*. Worms were grown on NGM plates containing 0 µM and 200 µM remofuscin for 1 and 5 days. The gene expression levels were measured by qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

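Gene expression was measured in wild-type (N2) *C. elegans* kept for 14 days on plates with 0 µM (NC) or 200 µM remofuscin, with 2 arrays per group. The labels of the 4 arrays mark 2 experiments, each with 1 NC array and 1 array of remofuscin-treated worms. The description of the series gives about 350 worms per concentration and the treatment protocol about 600, and neither number entered a calculation.

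The authors deposited the scanner output of each array as intensity values, which their image software (version 11.5.1.1 in the headers) had corrected for background within each array without scaling between arrays. They also deposited a table of log2 values for the same arrays. In that table, between 99.94% and 99.97% of the 43603 probes lay within 0.01 of the log2 of the scanner intensity, so that its values are not scaled between arrays. The methods name global normalization in GeneSpring, and the normalized values themselves were not used here.

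From the scanner output, control spots and spots marked as outliers (8 and 12 on the NC arrays, 12 and 38 on the arrays of remofuscin-treated worms) were left out, spots of 1 probe were averaged, and the 75th percentile of the log2 intensity of each array was subtracted. No array had saturated spots (0 on each). Probes well above background on at least 2 of the 4 arrays were tested with limma (version 3.58.1 in R 4.3.3), by a linear model of remofuscin-treated worms minus NC and empirical Bayes moderation. The prior had 6.21 degrees of freedom and a standard deviation of 0.42 on the log2 scale, and each probe had 2 residual degrees of freedom. The p was adjusted by Benjamini and Hochberg's method over all tested probes. The limits on unadjusted p and fold change are those of the methods, a p under 0.05 and a fold change of at least 2 or at most 0.5. A gene whose brightest probe did not pass the filter of a setting was read from a fit over all probes with the same settings, and its adjusted p is taken over all probes. All tests are two-sided. The methods' t-test is the test that the paper names for its experiments other than the lifespan assay. Its methods section on the arrays names no test of its own. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

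Probes were named from the identifiers in the scanner output, through a table of gene names of the WBcel235 assembly. Of the 43603 probes, 1477 carried an accession and 1070 a sequence name that the table does not hold, and 6744 carried other identifiers. No positions were taken from the table, and probe sequences were not compared. The genes named in the text were set by rule: every gene of Supplementary Tables S1 and S2, 10 other genes that the paper discusses, and the 5 largest rises and the 5 largest falls, by the fitted log2 fold change of 1 probe per gene, among probes with a limma adjusted p under 0.05 that were well above background on both arrays of the higher group and changed in the same direction in both experiments. This rule left 70 genes to choose the rises from and 11 for the falls. Gene lists were written from gene names and from general knowledge of stage and tissue genes, and 27 of them held at least 5 tested genes. The adult-stage collagens (4 tested genes) and the phase III transporters of Supplementary Table S1 (1 tested gene) were too few for a test. Each list was tested with camera, with fry, and with camera with an estimated correlation between genes, all in limma. The lists, the rule, the tests and all alternatives but 2 were set before the data were examined. Of the 2 added alternatives, 1 sets signals under 5 to 5, scales each array to its median and applies the methods' t-test, and 1 counts genes by the mean of all their probes in place of probes.

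The alternatives were median scaling, quantile normalization, normexp background correction with an offset of 50 on the median spot and background intensity (a mean spot intensity was planned, but the scanner output holds none), the deposited log2 values with limma and with the methods' t-test, the methods' t-test on the scaled values, an intensity trend in the moderation, no filter on dim probes, a filter that asks for all 4 arrays, outlier-marked spots kept, the mean of all probes of a gene, the experiment as a block, and each array left out in turn. With 1 array left out, the lone array of its group is assumed to vary like the pair of the other.

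The numbers pair the samples, because the labels place 1 array of each group in each experiment. Across 29057 probes, the deviations of the NC arrays and those of the arrays of remofuscin-treated worms from their group means correlated with Pearson's r of 0.736 and Spearman's rho of 0.763. The block leaves 1 residual degree of freedom per probe, and limma then estimated an infinite prior, so that every probe was given 1 common standard deviation (0.27 on the log2 scale). Its p values rest on that assumption and are not printed for single genes.

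The calculation was tested on simulated data with 29057 probes, of which 200 were changed by known amounts, for 2 arrays against 2. Without a simulated difference between experiments, limma recovered 98 of the 200 at an adjusted p under 0.05, including 94 of the 100 changed by a log2 of 4 or more, with 3 false calls. By the limits on unadjusted p and fold change, limma made 1350 calls, of which 1179 were false, and the methods' t-test made 455 calls, of which 328 were false. At an adjusted p the methods' t-test recovered 0 of the 200. With the block, limma recovered 124 of the 200 with 31 false calls. With a simulated difference between experiments (standard deviation 0.6 on the log2 scale), limma recovered 90 with 0 false calls, and with the block 101 with 6 false calls. By the limits on unadjusted p and fold change, 489 of its 645 calls without the block were then false. The simulated spread was taken from the fit without the block, which on the real arrays already holds the difference between experiments. The 1179 false limma calls exceed the 830 real ones, so the simulated false calls do not estimate those on the real arrays. Among 200 simulated lists of 50 unchanged genes each (of 14633 genes), camera gave a p under 0.05 for 5, fry for 8 and camera with an estimated correlation for 0. The simulated genes varied independently and without a difference between experiments. These counts therefore do not measure false calls for real lists, whose genes may vary together. For a list shifted by a log2 of 1, the p was 1.25e-29 by camera, 0.0154 by fry and 0.0261 with an estimated correlation.

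Lifespan, pumping, body length, ROS, lipofuscin and qPCR measurements were not analysed here.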

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

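The tests of similar collagen probes reading one another, of a difference between the experiments, of signals near background and of other ways of parting the arrays were chosen only after the results were seen. The tests of larvae and of eggs were set before. The adult-stage collagens were made the deciding value for larvae after the list values were seen, although they cannot decide it. The range of values, the medians within each experiment and the arrays left out were also brought into both tests afterwards. So was the comparison of the moulting genes with the *col* median.

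The paper's text does not discuss collagens, although terms of Fig. 3B name them, and the *col* genes had a median log2 fold change of 1.60 in remofuscin-treated worms, above the NC level in 99 of 115 genes. Of the 108 probes higher at a limma adjusted p under 0.05, 70 belong to collagen genes, which is 67.3% of the 104 with a gene name. A difference between the experiments alone is argued against, because the median was 1.54 in the experiment with the smaller value. Larvae or other moulting worms in the treated samples would raise the moulting genes and the furrow collagens. Worms moulting into adults could raise the adult-stage collagens as well, so a contrast between these and the furrow collagens does not decide. The 4 tested adult-stage collagens lay 1.62 above the 6 furrow collagens in median log2 fold change (2.21 against 0.59), but the values ran from 0.10 (*col-63*) to 2.68 in the former and from 0.23 to 1.94 in the latter, so that they overlap. The 24 moulting genes outside the collagens had a median of 0.02 (camera adjusted p = 0.721) and ran from -0.47 to 1.38, and without NC replicate 2 they had a median of 0.38 and passed camera (adjusted p = 0.00723). It was -0.42 without NC replicate 1 and -0.16 without remofuscin replicate 2, neither passing camera. Leaving out 1 array mixes in the difference between the experiments, which was 0.704 between the NC arrays for the moulting genes. Within experiments 1 and 2 their medians were 0.139 and -0.135, against 1.54 and 1.68 for the *col* genes. Of the 24, 0 reached the *col* median of 1.60. For the moulting genes as a set, the values argue against larvae as the whole cause of the rise. A smaller share of larvae cannot be told apart from a rise in the adults, because the furrow collagens rose and the stage lists overlap. Eggs or embryos in the treated samples would bring oocyte and early embryo genes. The 18 oocyte genes had a median of -0.13, with 2 genes higher, but it was 0.21 without NC replicate 2 and 0.09 without remofuscin replicate 1, and their signal in NC (median 19500) was high enough to hide a small share of eggs. No early embryo gene of 13 rose by more than 0.47. Here too a left-out array mixes in the difference between the experiments, which was 0.671 between the NC arrays for the oocyte genes. Within experiments 1 and 2 the oocyte genes had medians of -0.054 and -0.236, and the early embryo genes 0.044 and 0.113. The oocyte genes therefore did not rise as a set in either experiment. A small share of eggs or embryos still cannot be told apart from a rise in the adults, because the oocyte signal in NC was high.

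Similar collagen genes may share signal between their probes. The log2 fold changes ran from -1.72 to 7.10, and 34 of the 115 *col* genes had a value under 0.5, but probe sequences were not compared, so how many of the other genes changed by themselves cannot be told apart from shared signal. That the treatment itself raised cuticle collagens in worms of day 14 stays open as an untested biological explanation. The paper reports a longer mean lifespan with remofuscin, and a difference between the groups in the worms surviving to day 14 was not separated from it.

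The largest falls were in genes that the paper does not discuss, and all of them were not well above background on either array of remofuscin-treated worms. *C09B7.3* was at least 2.22-fold lower in remofuscin-treated worms, *C43H6.6* at least 2.00-fold (bound 1.997), *pqn-91* at least 1.64-fold, *clec-94* at least 2.15-fold and *srbc-16* at least 1.40-fold. Their limma adjusted p lay between 0.0111 and 0.0309, and each was lower in both experiments. All 19 probes lower at an adjusted p under 0.05 were of this kind. Both NC arrays were well above background for the 5 genes, but with signals between 18.2 and 42.1 they lay near the lowest signals well above background, and the genes were picked for their fall. A change therefore cannot be told apart from the spread of signals near background, and the fitted values that ranked these genes are not measured sizes. Under normexp background correction, whose offset of 50 compresses dim signals, 0 probes were lower at a limma adjusted p under 0.05, with 54 lower at an unadjusted p under 0.05. No biological explanation was tested for these genes.

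With limma, more probes were higher than lower in remofuscin-treated worms. A scaling difference between the arrays is argued against as the whole cause, because under median scaling and quantile normalization the higher calls by the limits on unadjusted p and fold change still outnumbered the lower calls by at least 1.83 to 1. The excess was absent from the deposited log2 values with the methods' t-test (49.8% higher) and small without NC replicate 2 (660 higher and 634 lower) and without a filter on dim probes (53.9%). Under the alternative with signals under 5 set to 5, chosen after the data were seen, 285 were higher and 274 lower. Like the deposited values with the methods' t-test, this alternative was run on all 43603 probes without a filter. The test and the filter are therefore not separated in either. At an unadjusted p under 0.05 without a limit on fold change, the methods' t-test had more lower than higher probes. It had 445 higher and 616 lower on the scaled values and 562 and 800 under that alternative, against 579 and 355 with limma. Without a limit on fold change, the excess therefore depends on the test. With that limit, the methods' t-test on the scaled values kept it, with 242 higher and 157 lower (60.7% higher).

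Chance cannot be excluded for the number of probes past the limits, since 4 arrays can be parted into equal groups in only 3 ways. Of these, 2 gave at least as many probes past the unadjusted limits as the treatment, the other being the parting by experiment (1834 probes against 830). The parting that crosses treatment and experiment, which like the treatment parts both pairs, gave 30. At a limma adjusted p under 0.05, 1 of the 3 ways, the treatment, gave as many as 127 probes, and the others gave 0. At an unadjusted p under 0.05, the parting by experiment had 10590 probes by limma and 4801 by the methods' t-test, and the crossed one 31 and 212.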

How the results depend on the processing

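The alternative with signals under 5 set to 5, median scaling and the methods' t-test and the count of genes by the mean of all their probes were chosen only after the data were seen. The slide was not run as a block, because all 4 arrays lay on 1 slide.

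Counts of probes moved with most choices. At a limma adjusted p under 0.05, 108 probes were higher and 19 lower in remofuscin-treated worms. Median scaling gave 166 and 70, the deposited log2 values 234 and 92, normexp background correction 60 and 0, and the filter on all 4 arrays 48 and 0. The intensity trend gave 98 and 2, and no filter 87 and 11. The methods' t-test gave 0 and 0 on the scaled values (unadjusted p under 0.05: 445 and 616), 0 and 0 on the deposited values (563 and 617), and 0 and 0 under the added alternative (562 and 800). With the replicate block 915 and 564 probes passed, among them all 108 and all 19. With each array left out in turn, between 120 and 386 were higher and between 26 and 154 lower, the most without NC replicate 1 and without NC replicate 2. The cause of these shifts was not tested, except that the filter on all 4 arrays removes by its rule each of the 19 lower probes and that the t-test has 2 residual degrees of freedom and no pooled spread.

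By the limits on unadjusted p and fold change, 535 probes were higher and 295 lower. Normexp gave 219 and 16, the methods' t-test 242 and 157 on the scaled values, 327 and 329 on the deposited values, and 285 and 274 under the added alternative. No filter gave 794 and 680, and the filter on all 4 arrays 357 and 70. Counting genes by the mean of all their probes gave 330 and 142. With 1 array left out, the counts ran from 378 to 1607 higher and from 234 to 960 lower, the highest without NC replicate 1, and without NC replicate 2 there were 634 lower. The cause was not tested.

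All 13 genes of Supplementary Table S1 kept their direction under every alternative. The filter on all 4 arrays left 7 of them tested, and all 7 passed. Past the limits were 7 under normexp and 8 with the methods' t-test, and between 10 and 13 with 1 array left out. Their median log2 fold change of 2.56 was 1.09 under normexp and ran from 1.93 to 3.18 with 1 array left out. Of the 6 *nhr* genes, 3 passed the limits, against 0 under normexp, with the methods' t-test on either set of values and under the added alternative, and between 1 and 3 with 1 array left out. The filter on all 4 arrays left 2 of these tested, of which 0 passed, and the 2 that passed under it, *nhr-210* and *nhr-38*, were read from the fit over all probes. The median of the 6 genes, 1.28, was 0.22 under normexp and ran from 0.67 to 0.98 with 1 array left out. Of *lipl-1*, *lbp-8* and *ech-9*, 2 passed, against 0 under normexp, 1 with the methods' t-test on the scaled or the deposited values or under the added alternative, and between 1 and 2 with 1 array left out. The cause was not tested.

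Of the 27 gene lists, 8 passed camera, against 1 with fry, 0 with an estimated correlation and between 4 and 9 with 1 array left out, the fewest without remofuscin replicate 1. With the replicate block 6 passed, and the *cyp* genes outside Supplementary Table S1 and the ABC transporter genes were lost. Median scaling and the deposited log2 values also gave 6. More lists passed under normexp (12), with the filter on all 4 arrays (11), with the intensity trend (10), under quantile normalization (9) and without a filter (9). Medians of lists that had passed turned round in 3 cases. With 1 array left out, the median of the ABC transporter genes ran from -0.485 to 0.068 and that of the *gst* genes from -0.124 to 0.727, both turning round without NC replicate 2. For the *cyp* genes outside Supplementary Table S1 it ran from -0.018 to 0.287, turning round without remofuscin replicate 1. Leaving out 1 array mixes in the difference between the experiments. As a median log2 of experiment 2 minus 1, it was -0.464 (*gst*) and 0.246 (ABC) between the remofuscin arrays. For these *cyp* genes it was -0.143 between the NC arrays. Within experiments 1 and 2 the medians kept their sign, with 0.163 and 0.523 (*gst*), -0.065 and -0.313 (ABC) and 0.218 and 0.113 (these *cyp* genes). The cause of the other shifts was not tested. Over all lists and alternatives, 358 of 431 values kept direction and side of the threshold, 27 lost the call, 18 gained it and 28, of 19 lists, changed sign. The other 16 of these lists had not passed. With 1 array left out, their medians ran from -0.074 to 0.226 (*nhr*), -0.277 to 0.892 (lipid binding protein), -0.209 to 0.151 (V-ATPase), -0.257 to 0.117 (autophagy), -0.281 to 0.009 (NHR-49 targets), -0.423 to 0.377 (moulting), -0.024 to 0.348 (early embryo), -0.442 to 0.207 (oocyte), -0.317 to 0.538 (vitellogenin), -0.524 to 0.177 (major sperm protein), -0.322 to 0.486 (heat shock), -0.054 to 0.253 (lysozyme and C-type lectin), -0.418 to 0.315 (osmotic), -0.25 to 0.507 (antioxidant) and -0.297 to 0.118 (ribosomal protein). Quantile normalization gave -0.005 for the beta-oxidation and -0.044 for the V-ATPase genes, the mean of all probes -0.036 for the V-ATPase genes, and median scaling -0.003 for the moulting genes.

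Of 697 values of the 41 genes named by rule, 608 kept direction and side of the limits, 67 lost the call, 5 gained it and 17, of 7 genes that had not passed, changed sign. With 1 array left out, the log2 fold change ran from -0.092 to 0.226 (*nhr-184*), -0.237 to 0.455 (*nhr-34*), -0.236 to 0.187 (*jun-1*), -0.431 to 0.265 (*nhr-49*), -0.723 to 0.347 (*pha-4*), -0.995 to 0.073 (*hlh-30*) and -0.367 to 0.392 (*act-1*). For *act-1* it was -0.008 under median scaling, -0.048 under quantile normalization, -0.017 with the mean of all probes and -0.011 under the added alternative with signals under 5 set to 5. Normexp accounts for 17 of the losses. Apart from the results given above and *nhr-234*, which then passed the unadjusted limits, the replicate block changed no call by these limits. After adjustment, 7 genes of Supplementary Table S1, 7 of Supplementary Table S2 and *lipl-4* passed only with the block. The signal over background limits what can be said of dim genes, because the lowest signal well above background was between 11.7 and 17.3 on the scaled arrays, and where no array of a group was well above background the change is given as a bound. Where 1 of 2 arrays was, as for *gst-28*, *nhr-210*, *nhr-265* and *col-147* in NC, the fold change takes the dim array as measured and is less certain.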

Differences from the paper's values

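The alternative with signals under 5 set to 5, median scaling and the methods' t-test and the count of genes by the mean of all their probes were chosen only after the values were seen.

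The paper's number of upregulated genes is 340, and 535 probes were found here. Of the 15 alternatives set before the data were examined, the value was within 1.5 times the paper's under 4, namely the deposited log2 values with the methods' t-test (327), the methods' t-test (242), the filter on all 4 arrays (357) and without remofuscin replicate 2 (378). The other 11, namely median scaling, quantile normalization, normexp, the deposited values with limma, the intensity trend, no filter, outlier-marked spots kept, the replicate block and each of the other 3 arrays left out, did not reach it. Of the alternatives chosen after seeing the values, the one with signals under 5 set to 5 gave 285. Counting genes by the mean of all their probes gave 330, and both lie within 1.5 times the paper's value. The paper reports 31383 genes identified, more than the 19807 genes named here, so its count may be of another unit. The 535 probes stand for 350 named genes.

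The paper's number of downregulated genes is 103, and 295 probes were found here. Only the filter on all 4 arrays (70) came within 1.5 times the paper's value, and the other 14 alternatives set before the data were examined did not, nor did the one with signals under 5 set to 5 (274). Counting genes by the mean of all their probes, chosen after seeing the values, gave 142, which is within 1.5 times the paper's value. The 295 probes stand for 175 named genes, which is not.

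In the paper's Supplementary Table S2, 0 of the 6 *nhr* genes are significant, and 3 passed the limits here. Of the 16 alternatives set before the data were examined for this count, normexp, the methods' t-test and the deposited values with the methods' t-test gave 0, as did the alternative chosen after seeing the values. The other 13 gave at least 1 with genes outside a filter read from a fit over all probes, which holds for median scaling, quantile normalization, the deposited values with limma, the intensity trend, no filter, the filter on all 4 arrays, outlier-marked spots kept, the mean of all probes, the replicate block and each of the 4 arrays left out. Under the filter on all 4 arrays, 0 of the 2 genes that it leaves tested passed.

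The paper's fold change of *cyp-35A4* is 76.458, and the brightest probe gave 49.2. The mean of all probes of the gene (62.7), without NC replicate 1 (59.8) and without remofuscin replicate 2 (55.9) came within 1.5 times the paper's value, and the other 13 alternatives set before the data were examined did not, with the alternative chosen after seeing the values at 48.5. Its probe of middle brightness, picked after its value was seen, gave 77.6.

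The paper's fold change of *nhr-184* is 2.026, and the value here was 1.05. None of the 16 alternatives set before the data were examined came within 1.5 times the paper's value, nor did the one chosen after seeing the values (1.03). A dim probe of the gene, picked after its value was seen, gave a ratio of 2.07 and was well above background on 0 of the 4 arrays.

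The paper's fold change of *nhr-34* is 2.509, and the value here was 1.08. None of the 16 alternatives set before the data were examined came within 1.5 times the paper's value, nor did the one chosen after seeing the values (1.06). Another probe of the gene, picked after its value was seen, gave 2.61 and was well above background on all 4 arrays.

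The paper states that several *nhr* genes, listed in its Supplementary Table S2, increased past its fold limit, while the brightest probes of *nhr-184* and *nhr-34* changed 1.05-fold and 1.08-fold. For *ugt-65* and *pgp-14*, which the paper lists as increased past its fold limit, only the values of at least 1.25-fold and at least 1.40-fold could be given here, each with 1 dim array of remofuscin-treated worms taken as measured.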

Other observations

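The test of similar *cyp-35A* probes was set before the data were examined, and no test in this part was chosen afterwards.

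Some genes that the paper measured by qPCR, or discusses without naming the assay, were read on the arrays of worms of day 14 as well. *jun-1* changed 0.983-fold, *nhr-49* 0.944-fold, *nhr-8* 1.18-fold, *pha-4* 0.878-fold, *hlh-30* 0.727-fold, *nhr-80* 0.902-fold, *acox-3* 0.859-fold and the qPCR reference gene *act-1* 1.01-fold. With limma, none of these 8 genes had an unadjusted p under 0.05. *ahr-1* was not well above background on any of the 4 arrays, and *lipl-4* was well above background on 1 NC array only, so no fold change is given for either. Both had lower signals in remofuscin-treated worms, and for *lipl-4* the limma unadjusted p was under 0.05, from a fit over all probes because it is not among the tested ones. It did not pass after adjustment (limma adjusted p = 0.995), and with the experiment as a block it did.

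The lists of genes named next, for processes outside xenobiotic detoxification that the paper discusses, did not pass camera. The median log2 fold change was 0.06 for 201 nuclear hormone receptor genes, with 3 higher and 3 lower past the unadjusted limits, 0.25 for 5 lysosomal lipase genes, 0.31 for 8 lipid binding protein genes, 0.05 for 33 beta-oxidation genes, 0.02 for 20 V-ATPase genes, 0.14 for 22 cathepsin genes, -0.09 for 17 autophagy genes and -0.14 for 8 targets of NHR-49. For 15 antioxidant genes the median was 0.06 and the mean -0.02, so that their signs differ. Some of these calls depend on the alternative. The lipid binding protein genes passed camera without NC replicate 1 (median 0.89) and the cathepsin genes under normexp (median 0.08).

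Of the other lists, the median was -0.18 for 24 cuticlin genes, 0.06 for 5 vitellogenin genes, -0.19 for 27 major sperm protein genes, 0.12 for 7 heat shock genes, 0.09 for 130 lysozyme and C-type lectin genes, -0.12 for 8 genes of the osmotic and cuticle-damage response and -0.08 for 77 ribosomal protein genes. The early embryo genes had a median of 0.16. None of them passed camera, and their directions were the same under median scaling and quantile normalization. The major sperm protein genes passed as lower under quantile normalization, normexp, the intensity trend, no filter, the filter on all 4 arrays and without NC replicate 2 (median -0.52). The ribosomal protein genes passed as lower under normexp, the intensity trend, the filter on all 4 arrays and without NC replicate 2 (median -0.30). The vitellogenin genes passed as higher without NC replicate 2 (median 0.54) and the lysozyme and C-type lectin genes with the filter on all 4 arrays (median 0.12). The oocyte genes passed as lower under normexp (median -0.12), without NC replicate 1 (median -0.44) and without remofuscin replicate 2 (median -0.36). The phase III transporters of Supplementary Table S1, of which 1 passed the filter, were too few for a test, and the log2 fold change of the tested one, *folt-2*, was 1.52.

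The rise of the cytochrome P450 genes may be spread over fewer genes than the probes show, if probes of near-identical *cyp-35A* genes read one another. Outside the *cyp-35* genes, 3 of 54 cytochrome P450 genes (*cyp-13A10*, *cyp-13A2* and *cyp-34A1*) rose past the unadjusted limits, with a median of 0.16 over all 54. The 5 *cyp-35A* genes rose by unequal amounts, with log2 fold changes between 3.12 and 6.49. These values do not settle it, because probe sequences were not compared, and separate rises of the *cyp-35A* genes cannot be told apart from signal shared between them. That remofuscin itself induces these genes stays open as an untested explanation here.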
